# G-quadruplex structures regulate long-range transcriptional reprogramming to promote drug resistance in ovarian cancer cells

**DOI:** 10.1186/s13059-025-03654-y

**Published:** 2025-07-12

**Authors:** Jenna Robinson, Gem Flint, Ian Garner, Silvia Galli, Thomas E. Maher, Marina K. Kuimova, Ramon Vilar, Iain A. McNeish, Robert Brown, Hector Keun, Marco Di Antonio

**Keywords:** G-quadruplexes, Resistance, Ovarian cancer, Transcription

## Abstract

**Background:**

Epigenetic evolution is a common mechanism used by cancer cells to evade the therapeutic effects of drug treatment. In ovarian cancers, epigenetically driven resistance is thought to be responsible for many late-stage patient deaths. DNA secondary structures called G-quadruplexes (G4s) are emerging as potential epigenetic marks of relevance to cancer evolution, but their prevalence and distribution in ovarian cancer models have never been investigated before.

**Results:**

Here, we describe the first investigation of the role of G4s in the epigenetic regulation of drug-resistant ovarian cancer cells. Through genome-wide mapping of G4s in paired drug-sensitive and drug-resistant cell lines, we find that increased G4 accumulation is associated with enhanced transcription of signalling pathways previously established to promote drug-resistant states, including genes involved in the epithelial to mesenchymal transition and WNT signalling. In contrast to previous studies, the expression-enhancing effects of G4s are not found at gene promoters, but intergenic and intronic regions, indicating that G4s can promote long-range transcriptional regulation in drug-resistant cells. Furthermore, we discover that clusters of G4s (super-G4s) are associated with particularly high levels of transcriptional enhancement that surpass the effects of super-enhancers, which act as well-established regulatory sites in many cancers. Finally, we demonstrate that targeting G4s with small molecules results in significant downregulation of pathways associated with drug resistance, resulting in resensitization of resistant cells to chemotherapy agents.

**Conclusions:**

These findings indicate that G4 structures are critical for the epigenetic regulatory networks of drug-resistant cells and represent a promising target to treat drug-tolerant ovarian cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-025-03654-y.

## Background

Drug-resistance is the greatest challenge associated with the treatment of ovarian cancer patients, with 80% of late-stage patients acquiring some form of drug resistance during the course of their treatment [1]. Often drug-resistant states are attained via epigenetic adaption, including altered expression of DNA damage repair pathways and drug transporter proteins that allow cells to combat the effects of DNA damaging drugs [1, 2]. Much effort has been directed at understanding the molecular mechanisms that drive such epigenetic changes, with a large focus being placed on histone modifications as well as DNA methylation states [3, 4]. However, very limited work has considered the non-canonical DNA structures that form within cells, and how deviations from the common duplex structure of DNA may influence epigenetic processes in drug-resistant cells.

G-quadruplexes (G4s) are amongst the most studied DNA secondary structures that form when guanine bases Hoogsteen base pair to establish stacks of G-quartets [5, 6]. The biological relevance of G4s has been revealed by multiple sequencing and detection methods including in vitro sequencing approaches, such as G4-seq [7], as well as cellular sequencing methods that utilize G4-specific antibodies such as BG4 ChIP-seq [8] and BG4 CUT&Tag [9, 10]. Cellular detection of G4s has led to their association with multiple diseases, notably revealing a global enrichment of G4s in cancer cells, which has now been extensively validated by multiple independent G4 detection methods [8, 11–17].

The most studied genomic location associated with G4 formation is gene promoters, including those of known oncogenes such as *c-MYC, KRAS* and *BCL-2* [18, 19]. Furthermore, endogenous G4 accumulation at gene promoters has been linked to active gene expression in multiple cancer cell lines and patient-derived xenograft models including in keratinocytes, liposarcomas, and breast cancer cells [8, 20–23]. There are a number of mechanisms that may explain such associations, including the notion that G4s can act as binding platforms for various transcription factors and regulatory proteins and may also influence chromatin architecture [24, 25]. The impact that G4s have on the epigenetic state of cells may therefore be utilized by cancer cells to rapidly adapt their gene expression profile to external stressors. This hypothesis is supported by a recent study demonstrating that the acquisition of temozolomide-resistance in glioblastomas is associated with a decrease in G4 prevalence [26].

In the case of drug-resistant ovarian cancer, recent work has highlighted the critical importance of transcriptional enhancer regions found outside of promoters for long-range regulation of gene expression [27–29]. Furthermore, multiple studies have revealed that clusters of enhancer sites known as super-enhancers are key orchestrators of the drug response in ovarian cancer [28, 29], repeatedly facilitating larger changes of gene expression than those obtained by modification of individual promoters. Importantly, G4s too have been linked to distal control of gene expression through their enrichment at the boundaries of loops linking enhancers and promoters as well as their direct recruitment of loop-mediating proteins such as YY1 and CTCF [30–34]. G4s can additionally form intermolecularly between strands of DNA, which results in distinct recognition by chromatin remodelers such as CSB [35], and phase-separation [36–38], which have both been previously linked to increased regulatory protein recruitment across long distances [39, 40]. We therefore hypothesized that G4 accumulation may also be used by ovarian cancer cells to epigenetically drive drug resistance, either proximally at promoters or distally via long-range mechanisms.

To investigate this hypothesis, we undertook a multi-layered genomics approach, sequencing paired drug-sensitive and drug-resistant ovarian cancer cell lines. Specifically, we utilized the G4-specific antibody BG4 to obtain G4 maps, firstly, in the established drug-sensitive and drug-resistant ovarian cancer cell lines PEO1 and PEO4 [41], in addition to RNA-sequencing, chromatin accessibility mapping (ATAC-seq), and enhancer profiling (H3K27ac CUT&Tag). From this data, we found that the association of G4 accumulation with gene expression was tightly linked to their genomic context. Surprisingly, the gain of new G4 sites in PEO4 cells only significantly impacted gene expression when detected outside of promoter regions, which was not observed in any of the previous genomic studies on G4s. This observation was further validated in additional paired ovarian cancer cell lines (PEA1/PEA2). Furthermore, small-molecule targeting of G4s was leveraged to perturb G4 homeostasis and epigenetically resensitize drug-resistant PEO4 cells to cisplatin. RNA-sequencing of resistant cells treated with the G4 ligand PDS [42] revealed downregulation of key genes associated with cisplatin resistance, explaining the observed re-sensitization of PEO4 cells following treatment with PDS. Our results indicate that G4s are important for establishing transcriptional networks leveraged by drug-resistant ovarian cancer cells and that disrupting the G4 landscape of drug-resistant cells may be a viable therapeutic approach to counteract the transcriptional rewiring that underpins drug-tolerance.

## Results

### G4s at non-promoter regions are associated with elevated gene expression in drug-resistant cells

To investigate how changes in G4 distribution correlate with epigenetic reprogramming observed in drug-resistant ovarian cancer cells, we set out to map G4s within the chromatin of a pair of high-grade serous ovarian carcinoma cell lines, PEO1 and PEO4 [41]. Importantly, PEO1 and PEO4 cells were established from a single patient before and after (respectively) they developed resistance to a mixture of chemotherapies, including cisplatin, chlorambucil and 5-fluorouracil [41]. G4-mapping was initially performed via ChIP-seq with the G4-selective antibody BG4 [8, 43]. Antibody selectivity was confirmed by conducting ChIP-qPCR with primers targeting validated G4-forming sequences taken from the literature. This yielded an eightfold enrichment of G4 sites after BG4 immunoprecipitation compared to non-G4 regions (Fig. 1A), which was encouragingly beyond the fivefold enrichment threshold recommended for successful G4 immunoprecipitation [44]. BG4 ChIP-seq was thus extended to both PEO1 and PEO4, and peaks present in at least two of the three biological replicates for each cell line were taken forward for further analysis, in agreement with the literature [44]. To validate selective enrichment of G4 structures, we used MEME suite to extract enriched sequence motifs within the top 1000 G4 peaks. This revealed the most enriched motif was a G-rich sequence in ChIP-seq peaks found in both cell lines (Fig. 1B, Additional file 1, Fig. S1). Additionally, 77% of PEO1 and 81% of PEO4 G4 ChIP-seq peaks overlapped with putative G4 sequences (OQS, previously defined with in vitro G4-seq under K^+^ stabilization) [45] further indicating the generation of reliable G4 maps in both PEO1 and PEO4 cells.

**Fig. 1:**
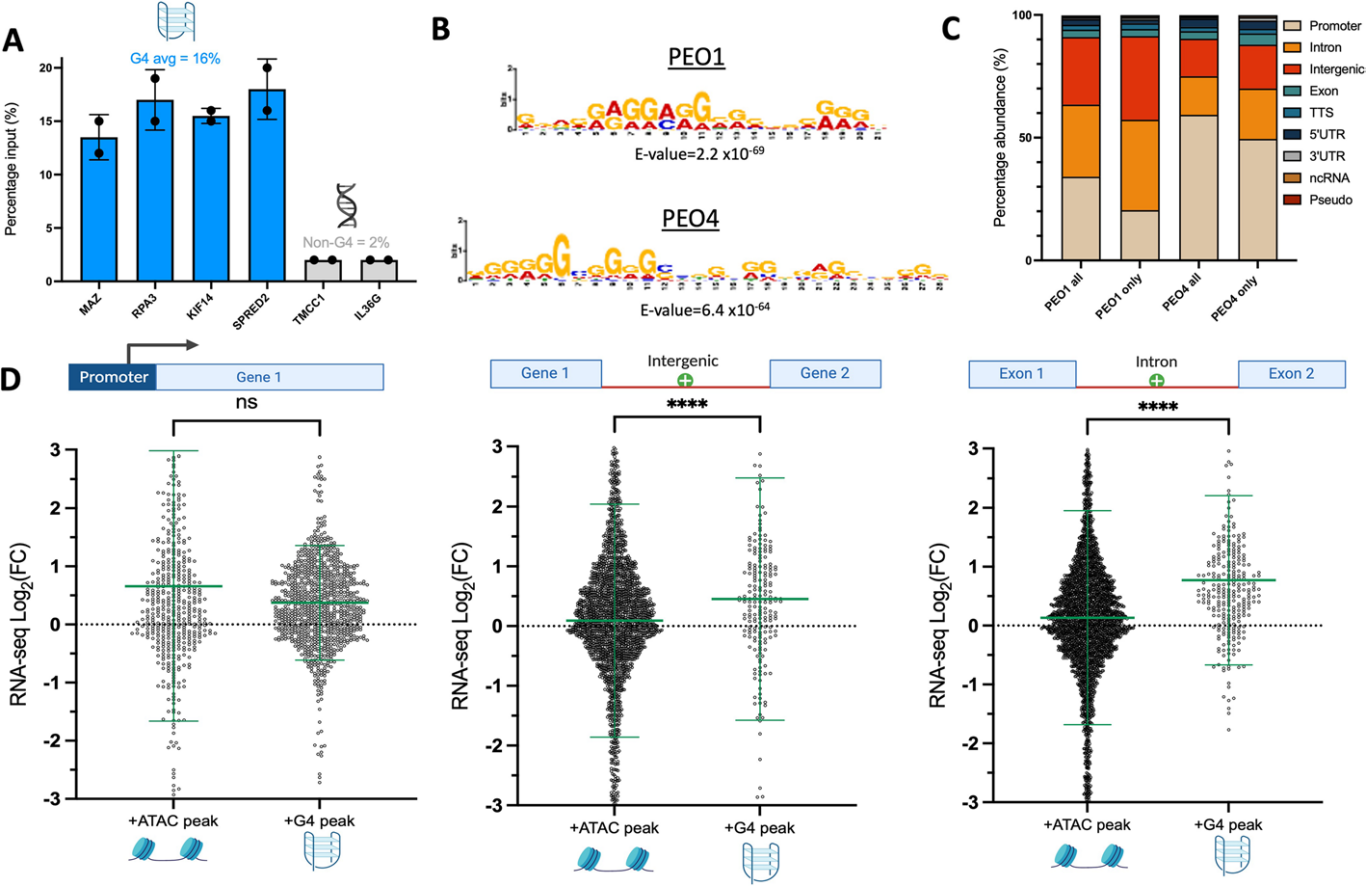
**A** BG4 ChIP-qPCR with primers targeting G4 regions (MAZ, RPA3, KIF14, SPRED2) or non-G4 sites (TMCC1, IL36G) in chromatin extracted from PEO1 cells. BG4 immunoprecipitation results in an eightfold enrichment for G4 regions over non-G4 sites. **B** Most enriched sequence motif amongst top 1,000 G4 peaks in PEO1 and PEO4. Motif enrichment performed with MEME suite. **C** Genomic distribution of BG4 ChIP-seq peaks in PEO1 and PEO4 (annotated with HOMER), showing locations of all peaks and peaks unique to only PEO1 or PEO4. **D** Integration of ATAC, BG4-ChIP and RNA-seq data. Fold-change in expression (PEO4 relative to PEO1) of genes associated with gained ATAC peaks (that overlap OQS) or gained G4 peaks identified with BG4 ChIP-seq. Comparisons are made for ATAC and G4 peaks located at promoters, introns and intergenic regions. Statistical significance assessed by Mann–Whitney *U* test. Error bars show standard deviation of gene expression data collected in triplicate. FC, fold-change; ns, non-significant; ****p < 0.0001

Interestingly, the total number of G4 peaks obtained in PEO4 cells was twofold lower when compared to PEO1 cells, with the latter producing 12,984 G4 peaks compared to 6,392 peaks in PEO4 cells. In agreement with previous G4 sequencing studies [8, 19, 21, 23], the most enriched site of G4 accumulation was gene promoters—with 34% of PEO1 and 59% of PEO4 BG4 ChIP-Seq peaks residing within promoter regions (Fig. 1C). However, when considering the distribution of G4 peaks that are unique to either PEO1 or PEO4, localization at promoters dropped by approximately 10%, with a corresponding increase in abundance of G4s at intronic and intergenic regions.

We next asked if changes in G4 distribution between PEO1 and PEO4 cells were associated with differences in gene expression. To address this, we performed RNA-seq and linked the location of G4 peaks to the expression of the gene with the nearest transcription start site (termed G4 proximal or associated genes). 

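Expression in untreated PEO1 and PEO4 cells was measured by RNA-seq in 3 replicate libraries of each line. PEO1 is here the BRCA2-deficient, cisplatin-sensitive line and PEO4 its cisplatin-resistant counterpart. The authors purified total RNA on columns with DNase I digestion, enriched polyadenylated RNA and sequenced paired-end reads. They trimmed adapters with fastp, aligned the reads to hg38 with STAR and deposited counts per gene without normalization. The paper's text does not name the counting program, its gene annotation or its use of strand. The table lists 28277 genes by symbol, of which 6813 had 0 counts in every library. Counts on genes summed to between 37437638 and 52901203 per PEO1 library (median 48662567) and to between 32528913 and 63882077 per PEO4 library (median 35656349). The positions of G4 peaks were not used here, so genes were compared without regard to nearby G4s. After TMM normalization, the 15882 genes with enough counts were compared between the lines with edgeR's quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. In PEO4 relative to PEO1, 2009 genes were upregulated and 2086 downregulated, together 4095 genes or 25.8% of those tested. With each library left out in turn, between 1929 and 2054 genes were upregulated and between 2048 and 2226 downregulated. Of the other settings tried, dropping the fold change threshold moved these numbers most, to 4775 upregulated and 5012 downregulated genes. C6orf223, a long non-coding RNA gene on chromosome 6 of GRCh38 from 44000585 to 44007612, had 61.0 ± 15.9 CPM (SD, n = 3) in PEO4. No PEO1 library held more than 3 of its counts, so it was at least 918-fold higher in PEO4 (adjusted p = 7.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NETO1, on chromosome 18 from 72742314 to 72867987, had 83.9 ± 15.0 CPM in PEO4 and 0.0481 ± 0.0542 CPM in PEO1 (SD, n = 3 each). The fitted log2 fold change was 10.83 (standard error 0.321, adjusted p = 1.6e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 10.24 and 11.86 with each library left out. Without replicate 2 of PEO1 the PEO1 mean was 0.0188 CPM. The microRNA gene MIR548AV overlaps NETO1, and reads on it could have been counted for either. Among downregulated genes, HOXC10 on chromosome 12 (53985146 to 53990279) had 69.5 ± 5.00 CPM (SD, n = 3) in PEO1 and at most 3 counts in each PEO4 library. It was at least 935-fold lower in PEO4 (adjusted p = 1.9e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it overlaps the antisense gene HOXC-AS3. EPB41L3 on chromosome 18 (5392386 to 5630663) had 48.5 ± 3.89 CPM (SD, n = 3) in PEO1 and was at least 652-fold lower in PEO4 (adjusted p = 5.0e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).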

Since G4s are known to form almost exclusively within open chromatin regions [8], we reasoned that any positive correlation between G4 accumulation and gene expression may be due to their enrichment at chromatin sites that are accessible for RNA polymerase binding. To account for this, we performed ATAC-seq (assay for transposase accessible chromatin) in PEO1 and PEO4, as previously described [46]. Chromatin accessibility maps were then intersected with RNA-seq data, to directly compare changes in gene expression associated with increased chromatin accessibility versus G4 accumulation. To further control for the sequence bias associated with GC-rich G4 sites, we specifically selected ATAC peaks that overlapped with OQS, obtained from in vitro G4-seq experiments (under K^+^ stabilization) [45]. The expression of genes associated with these GC-rich ATAC-peaks was then compared to genes proximal to G4 regions immunoprecipitated by BG4 in either PEO1 or PEO4 cells. Additionally, only G4 peaks that overlapped ATAC peaks were taken forward for downstream analysis to ensure any G4 sites were indeed accessible to fold into G4 structures.

Given the wealth of literature indicating that G4 accumulation at promoter sites is associated with elevated gene expression [8, 20, 21, 23], we initially limited our analysis to promoter G4s that appeared in PEO4 cells but were not detected in PEO1 cells. We found that genes associated with new promoter G4 peaks in PEO4 on average increased in expression (average Log_2_FC (fold-change) =  + 0.37, Fig. 1D). However, this change was not significantly different from the increase in gene expression observed for promoter sites that acquired chromatin accessible regions detected by ATAC-seq (average Log_2_FC =  + 0.66, *p* = 0.26, Fig. 1D). This result contrasts with trends observed in previous genomic studies focused on different cell lines (e.g., healthy *vs* immortalized cells) [8] and indicates that G4 accumulation at promoter regions of drug-resistant PEO4 cells does not confer a greater epigenetic advantage when compared to the simple gain of chromatin accessibility.

Nevertheless, a substantial body of work has indicated that non-promoter sites such as intergenic regions are of high relevance for the epigenetic regulation of drug-resistant ovarian cancer cells [27–29]. Therefore, we next investigated whether the gain of G4 structures at non-promoter regions was associated with increased transcriptional levels when compared to the gain of accessible chromatin at the same loci. Specifically, we examined non-promoter regions that exhibited the highest G4 abundance in PEO1 and PEO4, namely intergenic regions and introns that have previously been studied for their roles in epigenetic regulation [47, 48]. Strikingly, for both introns and intergenic regions, the accumulation of G4 structures was associated with a highly statistically significant increase in gene expression when compared to the gain of chromatin accessible sites in the same regions (*p* < 0.0001, Fig. 1D). More specifically, genes associated with new intergenic G4s had an average Log_2_FC fivefold higher than genes associated with new chromatin accessible sites. Similarly, the gain of intronic G4s resulted in an average sixfold higher increase in expression than the gain of ATAC peaks at introns (*p* < 0.0001, Fig. 1D).

These results indicate that non-promoter G4s, which have largely been overlooked in previous studies, may be of particular relevance to the epigenetic reprogramming that enables ovarian cancer cells to become drug resistant. Furthermore, we observed that the loss of intergenic or intronic G4s was not associated with a statistically significant reduction in gene expression relative to the loss of chromatin accessible sites (Additional file 1, Fig. S2). This suggests that the accumulation of G4 structures at introns and intergenic regions is transcriptionally functional and may be leveraged by resistant cells to strategically attain higher levels of gene expression.

We hypothesize that G4s forming at introns and intergenic regions may be able to achieve long-range transcriptional control via recruitment of regulatory proteins reported to interact with G4s. This includes multiple transcription factors and proteins that enable long-range promoter-enhancer DNA loops such as YY1 and CTCF [30–34]. Furthermore, the ability of G4s to mediate phase separation through long-range intermolecular DNA networking [36–38] may recruit regulatory proteins near their target genes via distal G4 sites. This highlights the multifaceted nature of the mechanisms by which G4s might elicit regulatory functions outside promoters that can be of relevance for the evolution of drug resistance in ovarian cancers.

### The transcriptional associations of G4s are independent of BRCA2 status

It has been proposed that the difference in chemotherapy sensitivity between PEO1 and PEO4 is primarily due to the different BRCA proficiency of the cells. More specifically, PEO1 cells harbour a nonsense mutation in exon 11 of *BRCA2* leading to the loss of protein activity, whereas PEO4 cells have a reversion mutation in *BRCA2* that restores the open reading frame [49, 50]. To disentangle the impact of BRCA status from the epigenetic rewiring that may contribute to drug resistance, we additionally performed G4-mapping on PEO1 cells that have acquired a spontaneous reversion mutation that restores BRCA2 function. These PEO1^BRCA+^ cells are thus expected to have similar capacity for homologous recombination to that of PEO4 [49] and in turn are a useful model for independently assessing the epigenetic effects that may drive drug resistance.

Firstly, the BRCA2 status of both cell lines was confirmed with the RNA-seq dataset showing the key mutations in exon 11 of BRCA2 previously reported (Additional file 1, Fig. S3) [49]. 

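Untreated PEO1 BRCA+ and PEO4 cells were sequenced in 3 replicate libraries each. Their counts per gene, which the authors deposited without normalization, stand in a table of 18 libraries that also holds the cells treated with PDS. PEO1 BRCA+ is the PEO1 line with restored BRCA2. Counts on genes summed to between 19635769 and 22375644 per untreated PEO1 BRCA+ library (median 21453478) and to between 18699929 and 21893402 per untreated PEO4 library (median 19906705). Counts per gene carry no base calls, so the mutations in exon 11 were not analysed here. BRCA2 lies on the plus strand of chromosome 13 of GRCh38 from 32315077 to 32400268 and overlaps ZAR1L. Exon 11 of its 27 exons spans 4932 bases, from 32336265 to 32341196. Between 164 and 213 counts fell on BRCA2 in the PEO1 BRCA+ libraries and between 146 and 201 in the PEO4 libraries. Scaled by TMM, this was 8.25 ± 0.492 CPM in PEO1 BRCA+ and 8.17 ± 0.987 CPM in PEO4 (SD, n = 3 each). The difference was smaller than the spread between replicates (2-sided exact permutation test of log2 CPM, p = 0.9, where 3 libraries against 3 allow no p below 0.1). On the log2 scale, the change was -0.01 (standard error 0.122, adjusted p = 0.93 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 17020 genes tested in the table, 2083 were upregulated and 2145 downregulated in untreated PEO4 relative to untreated PEO1 BRCA+. LRRTM1 lies within CTNNA2 on the minus strand of chromosome 2 (80288356 to 80304752). It had 245 ± 52.2 CPM (SD, n = 3) in PEO4, from 3674 to 6345 counts, against at most 3 counts in each PEO1 BRCA+ library. It was at least 1839-fold higher in PEO4 (adjusted p = 2.9e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LORICRIN on chromosome 1 (153259687 to 153262124) was at least 421-fold higher in PEO4 (adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PEG3 on chromosome 19 (56810082 to 56840726), which overlaps ZIM2 and PEG3-AS1, had 27.8 ± 1.45 CPM (SD, n = 3) in PEO1 BRCA+. It was at least 199.5-fold lower in PEO4 (adjusted p = 2.4e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). XYLT1 on chromosome 16 (17101769 to 17470960), which overlaps LOC102723692, had 27.2 ± 4.54 CPM (SD, n = 3) in PEO1 BRCA+ and was at least 194.9-fold lower in PEO4 (adjusted p = 2.7e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).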

MTS cell viability assays were used to compare the sensitivity of this pair of cell lines to cisplatin, revealing PEO1^BRCA+^ cells were approximately sixfold more sensitive to cisplatin than PEO4 (Fig. 2A). This is in agreement with previous literature reporting a three–ninefold difference in sensitivity between PEO1 and PEO4 (35,45). This result thus suggests that BRCA2 status alone is not a reliable indicator of chemotherapy sensitivity and that transcriptional mis-regulation may instead be a key component in the development of drug resistance in ovarian cancer, as previously suggested [4, 27–29].

**Fig. 2:**
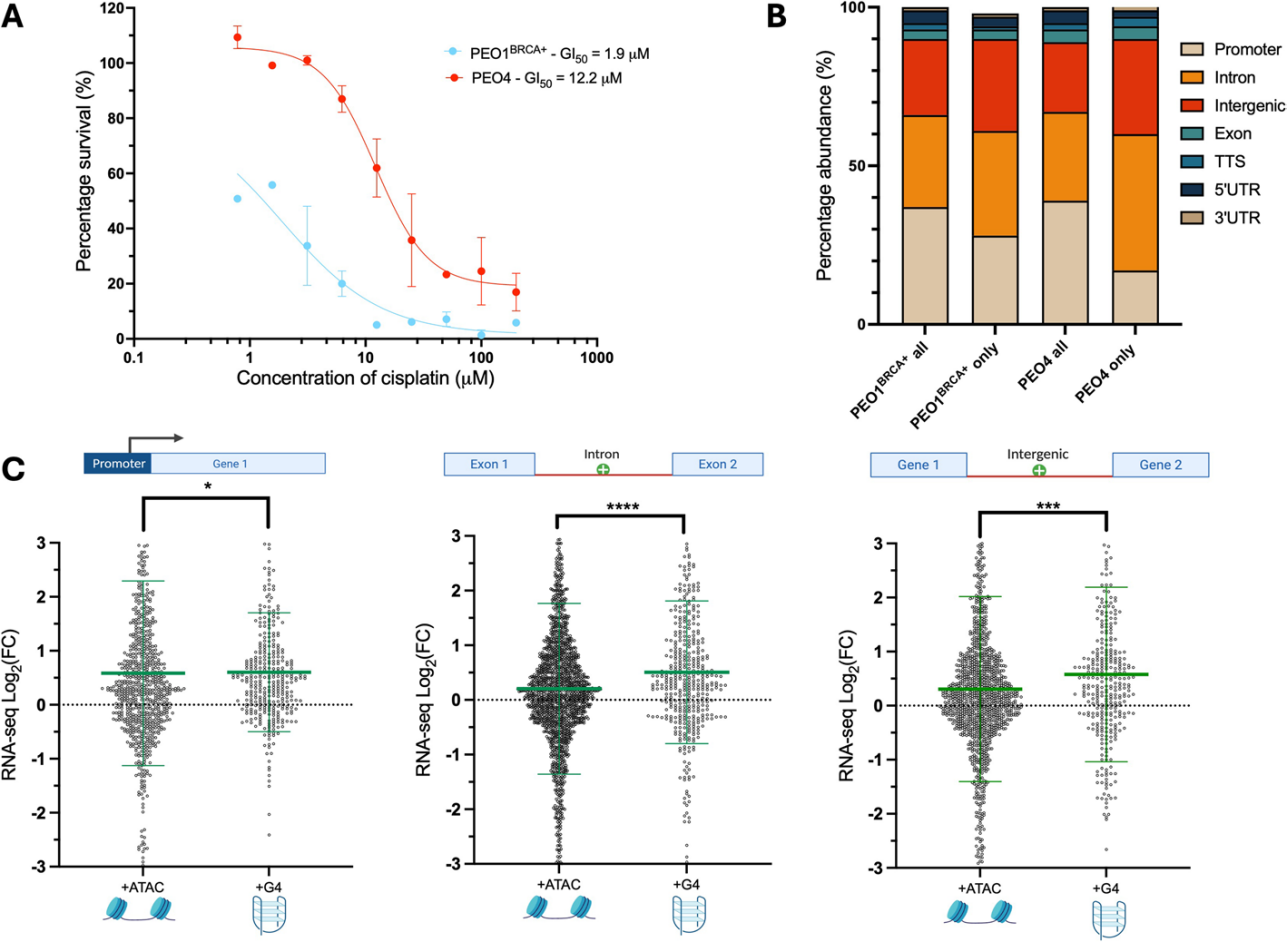
**A** Viability of PEO1^BRCA+^ and PEO4 cells in increasing concentrations of cisplatin, treated for 72 h. Error bars are standard deviation of results collected in triplicate. **B** Genomic distribution of BG4 CUT&Tag peaks in PEO1^BRCA+^ and PEO4, annotated with HOMER. All G4 peaks detected in PEO1/4 (PEO1/4-all) were compared to cell-type specific G4s (PEO1 only or PEO4 only). **C** Integration of ATAC, G4 CUT&Tag, and RNA-seq data in PEO1^BRCA+^/PEO4. Fold-change in expression (PEO4 relative to PEO1) of genes associated with gained ATAC peaks (that overlap OQS) or gained G4 peaks identified with BG4 CUT&Tag. Comparisons are made for ATAC and G4 peaks located at promoters, introns, and intergenic regions. Statistical significance assessed by Mann–Whitney *U* test. Error bars show standard deviation of gene expression data collected in triplicate. *FC*, fold-change; *p < 0.05; ***p < 0.001; ****p < 0.0001

We then sought to generate G4 maps in the PEO1^BRCA+^/PEO4 pair to further assess the relevance of G4s to the differential cisplatin sensitivity observed in these cells. Moreover, to ensure that the G4 maps generated were not biased by the specific G4-mapping technique used, we mapped G4s in this cell pair by using BG4 CUT&Tag rather than BG4 ChIP-Seq for comparison. BG4 CUT&Tag again generated robust G4 maps with 77% of PEO1 and 85% of PEO4 peaks overlapping OQS. Interestingly, the PEO1^BRCA+^/PEO4 pair also showed an overall reduction in G4 peaks in PEO4 cells (13,745 peaks in PEO1^BRCA+^ vs 8,176 in PEO4), with the overall most abundant detection of G4s in gene promoters. However, intergenic and intronic regions were the most common sites for detection of G4 peaks that were unique to PEO4 cells (Fig. 2B). Furthermore, we find that 59% of peaks in both PEO1 and PEO4 overlap between the two G4-sequencing methods, which is similar to the reported ChIP-seq/CUT&Tag overlap previously reported in other cell lines (60%) [9]. Thus, both the number and the genomic distribution of G4s detected by BG4 CUT&Tag in the PEO1^BRCA+^/PEO4 pair are similar to those found in the comparative analysis between PEO4 and parental PEO1 cells impaired in *BRCA2*. These results validate the consistency of the G4 maps obtained with two independent sequencing methods.

After integrating the ATAC-seq and RNA-seq data with the G4s maps obtained in the PEO1^BRCA+^/PEO4 pair, we observed a similar trend when considering the effects of promoter versus intergenic and intronic G4s on gene expression (Fig. 2C). The appearance of new, PEO4-specific G4s at promoters resulted in a limited gain of gene expression compared to the gain in chromatin accessibility (*p* = 0.03, average Log_2_FC ATAC =  + 0.58, average Log_2_FC G4 =  + 0.60, Fig. 2C). This is in contrast to the significant increase in expression of genes linked to the accumulation of new G4s at intergenic and intronic regions in PEO4 cells (*p* < 0.001, Fig. 2C).

This data indicates that the global reduction of G4s in drug-resistant ovarian cancer cells co-occurs with a selective enrichment of G4s at intergenic regions and introns, which is in turn associated with elevated gene expression of genes proximal to these sites. Notably, these observations are independent of both the *BRCA2* status of the ovarian cancer cells (BRCA2 wildtype or BRCA2 mutant) and the G4 mapping technique used (BG4 ChIP-Seq or BG4 CUT&Tag). Altogether, these results strongly indicate a potential role of non-promoter G4s in the epigenetic regulation of genes altered after drug-treatment in ovarian cancers.

### Genes linked to G4 sites are important for drug responsiveness

We next investigated the biological pathways that were enriched in genes associated with new G4 peaks in PEO4 and performed KEGG pathway enrichment in the PEO1^BRCA+^/PEO4 cells using the ShinyGO gene-set enrichment tool [51]. Pathway enrichment of upregulated genes in proximity to PEO4-specific intronic and intergenic G4s highlighted multiple enriched pathways (Additional file 1, Fig. S4). Of particular interest were the WNT, hippo, and calcium signalling pathways, all of which have been strongly linked to the epithelial to mesenchymal transition (EMT) [52–54]. During EMT, cells are commonly epigenetically reprogrammed to a progenitor-like state which is accompanied by increased proliferation and reduced rates of apoptosis [52, 55, 56]. The importance of EMT in acquired drug resistance has been well documented in many cancers and has been shown to be of high importance in the context of drug-resistant ovarian cancer [55, 56]. Additionally, there are other PEO4-specific G4 peaks that might contribute to biological functions related to acquired drug-resistance pathways, however, their exact roles were not the focus of our investigation.

Interestingly, there was also a particularly high enrichment of genes at the beginning of the WNT signalling pathway (Additional file 1, Fig. S5), where perturbations may have larger downstream effects. This finding was further validated by gene set enrichment analysis (GSEA) [57], which revealed that EMT, as well as the WNT-beta catenin pathways, were amongst the significantly enriched hallmarks for upregulated genes associated with PEO4-specific intergenic and intronic G4s (Additional file 2, Table S1). 

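The families marked in Fig. S5 are the LGR receptors, NOTUM, the WNT ligands, the frizzled (FZD) receptors, NKD, PRICKLE and CAMK2. They comprise 43 genes, and their expression in untreated PEO4 and PEO1 BRCA+ cells was compared from the counts. The G4 peaks near them were not analysed here. Of the 36 members with enough counts to test, 13 were upregulated and 7 downregulated in PEO4. The numbers were the same with the p-values adjusted over the list alone, and under TMM, library totals, DESeq2's size factors and upper-quartile scaling. The median log2 fold change of the 36 members was 0.30. The families were over-represented among upregulated genes (1-sided Fisher's exact test with Benjamini-Hochberg adjustment over 30 tests, adjusted p = 0.00238). Fig. S5 marks them because members were upregulated in PEO4 relative to PEO1 BRCA+, so this test partly restates how the list was chosen. Neither it nor the other ways of testing the list can give independent evidence of over-representation. Over the other ways of testing the list, the adjusted p ranged from 8.3e-06 with limma's fry to 0.495 with its camera. It was 0.189 for genes called by adjusted p alone and 0.00525 against lists matched on expression and length. WNT11 on chromosome 11 of GRCh38 (76186325 to 76210761) had 73.0 ± 18.2 CPM in PEO4 and 0.757 ± 0.251 CPM in PEO1 BRCA+ (SD, n = 3 each). Its log2 fold change was 6.57 (standard error 0.258, adjusted p = 1.6e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WNT6 on chromosome 2 (218859805 to 218874233) had 68.6 ± 18.0 CPM in PEO4 and 1.45 ± 0.393 CPM in PEO1 BRCA+ (SD, n = 3 each). The fitted log2 fold change was 5.58 (standard error 0.286, adjusted p = 1.3e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its end overlaps that of WNT10A. LGR6 on chromosome 1 (202193799 to 202319761) had 92.2 ± 40.9 CPM in PEO4 and 14.0 ± 1.71 CPM in PEO1 BRCA+ (SD, n = 3 each), with a log2 fold change of 2.72 (standard error 0.268, adjusted p = 7.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NOTUM on chromosome 17 (81952507 to 81961187) had 4.30 ± 3.63 CPM (SD, n = 3) in PEO4 and 0 counts in PEO1 BRCA+. It was at least 32.3-fold higher in PEO4 (adjusted p = 7.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 3 of PEO4 its mean there was 2.33 CPM and the bound 17.5-fold. The other upregulated members were PRICKLE4, WNT3, CAMK2B, PRICKLE2, NKD1, CAMK2D, FZD4, FZD1 and CAMK2G, with log2 fold changes from 2.69 for PRICKLE4 to 1.26 for CAMK2G. WNT3 (log2 fold change 2.35, adjusted p = 0.0193) rested on single libraries. Its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment rose to 0.0798 without replicate 2 and 0.0755 without replicate 3 of PEO1 BRCA+, and to 0.0603 without replicate 2 and 0.0558 without replicate 3 of PEO4. WNT3 overlaps LRRC37A2, FZD4 overlaps PRSS23, and PRICKLE2 overlaps antisense genes. Of the downregulated members, WNT7B on chromosome 22 (45920366 to 45977162) had 69.4 ± 5.30 CPM in PEO4 and 314 ± 26.7 CPM in PEO1 BRCA+ (SD, n = 3 each). On the log2 scale, the change was -2.18 (standard error 0.0889, adjusted p = 2.6e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FZD10 was at least 54.8-fold lower and WNT10B at least 5.30-fold lower in PEO4. PRICKLE1, WNT2B, WNT9A and WNT5B had log2 fold changes from -1.55 for PRICKLE1 to -2.32 for WNT5B, where WNT2B overlaps ST7L and WNT9A overlaps MIR5008. From the position of these families at the beginning of the pathway, the paper proposes that perturbing them may have larger effects downstream.

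**Figure D1:**
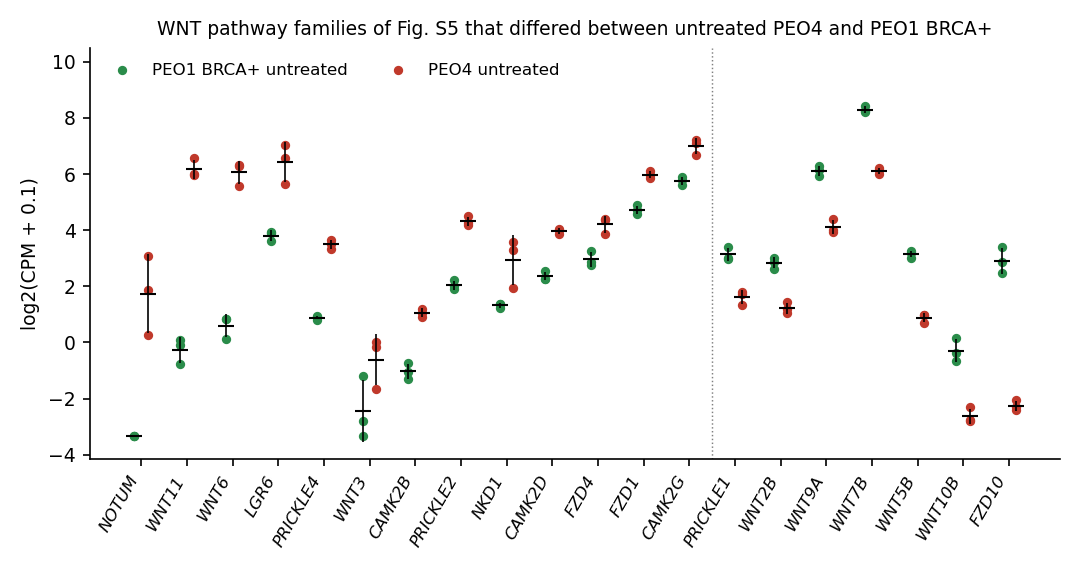
Expression of the 20 differentially expressed members of the WNT families as log2(CPM + 0.1) in untreated PEO1 BRCA+ and PEO4 cells. Points are the 3 replicate libraries of each line and bars their mean ± SD. The 13 genes upregulated in PEO4 stand left of the dotted line and the 7 downregulated genes right of it.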

From this result, we hypothesized that G4 accumulation at key non-promoter sites may be leveraged by cells to maintain a high expression level of resistance-relevant signalling pathways.

To further investigate whether genes associated with non-promoter G4s have previously been linked to drug resistance, we performed a literature search with NDEx iquery, a neural network-based tool that searches for geneset similarities across > 80,000 publications [58]. The publication that had the highest similarity to our geneset of upregulated genes associated with PEO4-specific intergenic and intronic G4s was highly relevant to drug-resistant ovarian cancer and specifically focused on how loss of DNA methylation correlates with increased transcription in cisplatin-resistant ovarian cancer cells (Additional file 2, Table S2) [59]. Importantly, this study was based on an alternative drug-sensitive and drug-resistant ovarian cancer cell line pair named M019 and M019i [59], suggesting that this epigenetic rewiring might be common amongst many different drug-resistant ovarian cancer cells. Similarly to our analysis, the authors found that the primary methylation changes that predicted gene expression occurred at intergenic and intronic regions. Given recent reports that G4 formation actively inhibits DNA methyltransferase activity [60, 61], this overlap may suggest a mechanism by which G4 accumulation could be leveraged by ovarian cancer cells to achieve epigenetic resistance to chemotherapy. It was also found that WNT signaling was amongst the most significantly altered gene pathways between the M019 and M019i pair [59], which further confirms the significance of this pathway in the development of drug-resistant ovarian cancer independently of the cell model used.

In contrast to genes associated with intergenic and intronic G4s, genes that acquired new promoter G4s in PEO4 cells were not significantly enriched for any KEGG pathways, which again highlights the nominal relevance of G4 accumulation at promoter sites in this drug-resistant cell model. Similarly, when utilizing NDEx iquery to identify previously reported genesets that significantly overlapped with promoter G4-linked genes, none of the highlighted publications had relevance to either ovarian cancer or drug sensitivity (Additional file 2, Table S3). The pathway enrichment results thus provide compelling evidence that the impact of G4 accumulation in chemo-resistant ovarian cancer cells is location-specific and highly focused around non-promoter intergenic and intronic sites that are associated with the expression of key drivers of drug resistance.

### G4s act cooperatively with transcriptional enhancers and one-another

The epigenetic state of a cell is coordinated by multiple genomic sites that recruit key transcription factors, coactivators, and chromatin remodelling complexes [62, 63]. It is therefore conceivable that the accumulation of G4s may synergize with or be linked to other epigenetic marks. In particular, transcriptional enhancers have been noted in recent years to be critical members of the epigenetic toolkit of a cell—allowing cells to rapidly control the expression of genes across thousands of base pairs [47, 64]. Importantly, epigenetic regulation mediated by transcriptional enhancers has been shown to be of particular relevance in ovarian cancer and drug resistance development [28, 29, 65]. To assess if cooperation between G4s and enhancers could be relevant in these ovarian cancer cells, we performed CUT&Tag in PEO1 and PEO4 cells on the histone mark H3K27ac, commonly used to assign transcriptional enhancer sites [66]. Specifically, we characterized the PEO1^BRCA+^/PEO4 pair to remove confounding, non-epigenetic effects that may be attributed to differences in *BRCA2* status.

Genome-wide mapping of the histone mark H3K27ac revealed that the majority of enhancers are detected in non-promoter regions, with 50% of PEO4-specific enhancers being found at introns and 33% at intergenic regions compared to only 7% detected in promoters (Fig. 3A). This again highlights the importance of non-promoter regions for defining the epigenetic landscape of drug-resistant ovarian cancer cells. Strikingly, there was a large overlap of enhancers and G4s, with 84% of G4s in PEO1 and 78% of G4s in PEO4 overlapping with transcriptional enhancers. Despite this, there were also many enhancer sites where G4s were absent, given that there were substantially more enhancers detected than G4s (24,647 enhancers in PEO1^BRCA+^ and 27,647 in PEO4). We thus tested if the presence of G4s within transcriptional enhancer regions resulted in elevated gene expression when compared to an average enhancer. To control for GC-richness, enhancers that overlapped with putative G4-forming sequences (OQS) (38) were compared to enhancers that coincided with validated G4 peaks detected by BG4 CUT&Tag. This investigation revealed that genes proximal to enhancers that contained G4 peaks displayed a significantly higher level of gene expression when compared to genes proximal to an average, GC-rich enhancer (average transcriptional increase at enhancer Log_2_FC =  + 0.73, average transcriptional increase at G4-containing enhancer Log_2_FC =  + 1.00, *p* < 0.0001, Fig. 3B), indicating that G4-containing enhancers represent a subcategory of particularly potent enhancer sites.

**Fig. 3:**
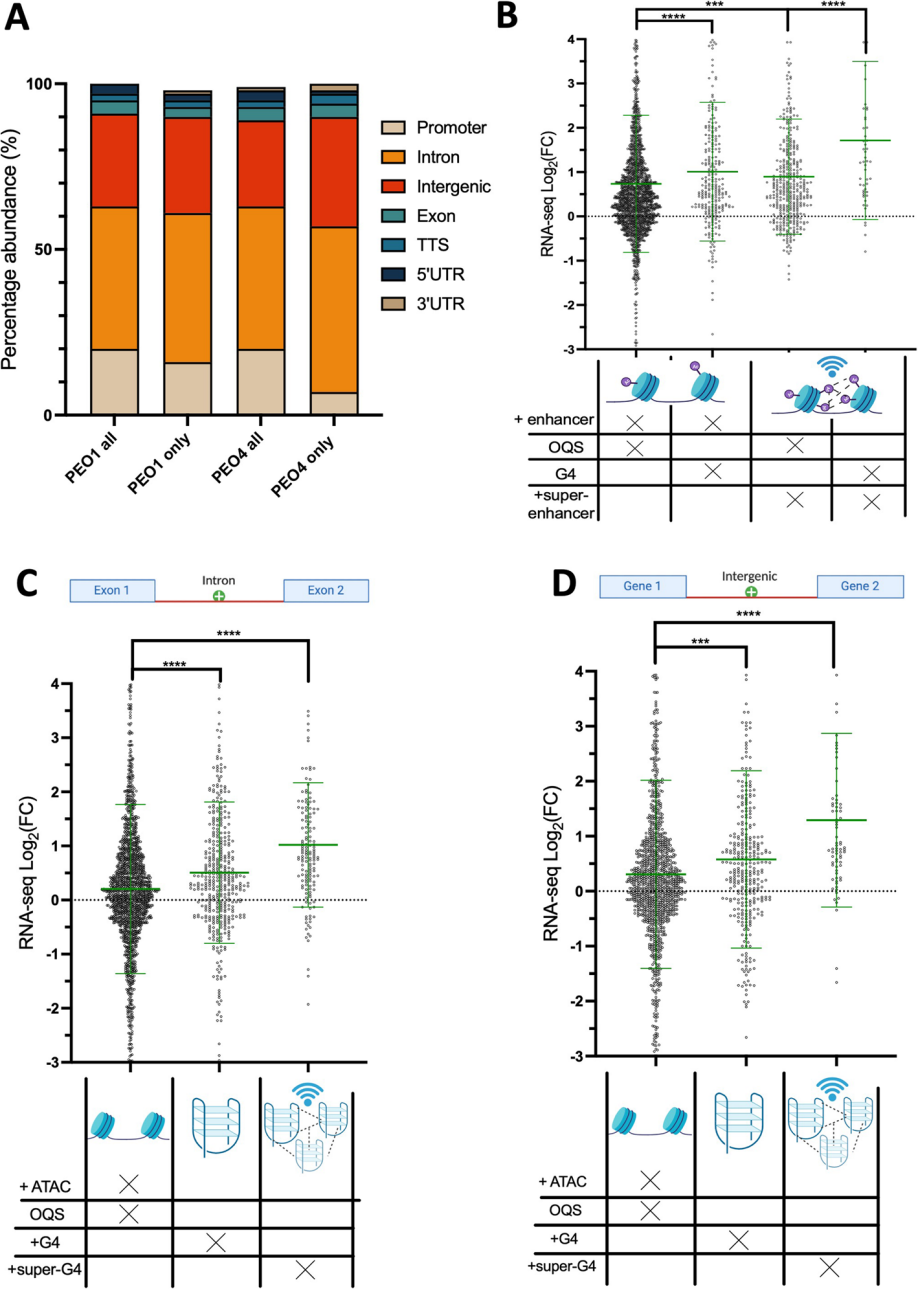
**A** Genomic locations of enhancer peaks in PEO1^BRCA+^ and PEO4, identified by H3K27ac CUT&Tag. The distribution of all peaks in either cell line is compared to peaks specific to either PEO1 or PEO4. **B** Fold-change in expression (PEO4 relative to PEO1) of genes associated with gained enhancers and super-enhancers. Enhancers are defined by H3K27ac peaks and super-enhancers by significant clusters of enhancers found in a 12.5 kb window, identified with the ranked ordering of super-enhancers (ROSE) algorithm [67, 68]. Genes associated with gained enhancer/super-enhancer peaks that overlap OQS are compared to genes proximal to enhancers that overlap G4 peaks identified with BG4 CUT&Tag. **C** Change of expression for genes associated with super-G4s regions, defined by ROSE as significant clusters of G4 CUT&Tag peaks at intronic or **D** intergenic regions. The expression of super-G4 linked genes is compared to genes associated with singular G4s or ATAC peaks that overlap OQS. Statistical significance assessed by Mann–Whitney *U* test. Error bars are standard deviation of gene expression measured across 3 biological replicates. FC, fold-change; ns, non-significant; ***p < 0.001; ****p < 0.0001

Enhancers are additionally known to act cooperatively with one another where clusters of enhancer regions create “super-enhancer” sites with increased regulatory power [69, 70]. Super-enhancers have been well established to be some of the most efficient epigenetic regulators within cells, being particularly important for controlling the expression of master transcription factors and driving cell fate [68–70]. Moreover, increasing evidence has established the role of super-enhancers in enabling cancer cells to rapidly change expression profiles in response to drug treatment [27–29]. The superior effects of super-enhancers are thought to be achieved partly by their ability to recruit transcription-regulating proteins with intrinsically disordered domains prone to liquid–liquid phase separation [39, 40]. Regardless of the mechanism behind their function, super-enhancers can be identified as regions characterized by clusters of epigenetic marks of active transcription (e.g., H3K27ac) that are associated with substantially higher transcription levels compared to those attained by individual enhancers. Similarly, G4s are also validated binding partners of multiple transcription factors and co-activator proteins [6] and can themselves trigger phase-separation events by nucleating intermolecular strand interactions [36, 71, 72]. We therefore questioned whether clusters of G4s may synergize to generate a new class of super-enhancers.

To first identify super-enhancers, we used the ranked ordering of super-enhancers (ROSE) algorithm to identify clusters of H3K27ac peaks within 12.5 kb of one another, as previously described [67, 68]. We found 1,235 super-enhancer sites that were specific to PEO4 cells and not found in PEO1. As expected, genes associated with PEO4 super-enhancer sites displayed a statistically significant increase in gene expression when compared to genes proximal to individual enhancers (super-enhancer genes: average Log_2_FC =  + 0.89, enhancer genes: average Log_2_FC =  + 0.73, *p* < 0.001, Fig. 3B). The expression levels of genes regulated by PEO4-specific super-enhancers were additionally increased when a given super-enhancer overlapped with a G4 peak, again indicating regulatory cooperation between enhancers and G4s.

We next applied the ROSE algorithm to the G4 CUT&Tag data to assess if clusters of G4 peaks within 12.5 kb of one another could also be used to identify genomic sites of elevated transcription. We have coined these previously unexplored G4-based super-enhancer sites “super-G4s.” We found that 636 new super-G4s were acquired in PEO4 cells, with an average of 4.2 G4 peaks spanning 16 kb. Surprisingly, we observed that genes proximal to intronic and intergenic super-G4s displayed gene expression levels even greater than that observed for genes linked to canonical super-enhancers. Genes linked to intergenic and intronic super-G4 sites had an average Log_2_FC =  + 1.29 and + 1.02, respectively, compared to super-enhancer associated genes with Log_2_FC =  + 0.89 (Fig. 3B–D). This demonstrates that whilst individual enhancers have larger effects on gene expression than individual G4 sites, the cumulative effects of multiple closely situated G4s are greater than that of super-enhancers. Even more importantly, we noted that the majority of genes (65%) associated with super-G4s were not associated with canonical super-enhancers, suggesting that super-G4s represent a distinct epigenetic feature that may be leveraged to mark enhanced transcription in an H3K27ac-independent fashion and to regulate a distinct set of gene pathways. Given the undoubtable relevance of super-enhancers in defining transcriptional states within cells, these results indicate that super-G4s may have a previously unconsidered role in regulating gene expression in drug-resistant cells, which rivals or even surpasses the level of transcriptional enhancement achieved by super-enhancers. Our data also corroborate the previously proposed role of G4s as epigenetic marks of active gene expression, indicating that their strategic accumulation within the genome may be used to regulate gene expression in a similar fashion to that described for active histone modifications.

### The epigenetic effects of non-promoter G4s are observed in additional patient-derived ovarian cancer cell lines

Multiple pairs of drug-sensitive and drug-resistant ovarian cancer cell lines have been previously established and investigated to study epigenetic mechanisms that drive acquired drug tolerance [73–75]. We thus expanded our analysis of G4-mediated regulation of drug resistance to other ovarian cancer models, with the aim of assessing whether the correlations of gene expression and G4 accumulation was limited to the PEO1/PEO4 cell line pair. To achieve this, we reasoned that the gain of accessible sites with a putative G4-forming sequence may be used to predict increases in G4 accumulation in drug-resistant cells. Whilst not all G4 sequences in accessible sites necessarily fold into G4s within cells [8], chromatin accessibility is a pre-requisite for G4 formation and thus the two states are intimately linked [8]. We therefore intersected sites with altered chromatin accessibility (identified by ATAC-seq) with OQS identified by in vitro G4-seq [46].

To test the validity of this approach, we first intersected ATAC-seq, G4-seq, and RNA-seq data in PEO1 and PEO4, for which we had attained G4 maps with two different genomic methods and as described above. More specifically, we compared the expression of genes that had gained a chromatin accessible site in resistant cells, with those that gained a chromatin-accessible site that also coincided with an OQS. From this analysis, we found the presence of G4 sequences at promoters did not cause a significant change of associated gene expression (*p* = 0.57, Fig. 4A). In contrast, G4-forming sequences at accessible intergenic and intronic sites resulted in a significant increase in expression of nearby genes (*p* = 0.0002 and *p* = 0.0001 respectively, Fig. 4A). This result demonstrates that the combination of ATAC, G4-seq, and RNA-seq is sufficient to predict G4-mediated effects at specific genomic loci, yielding results that are comparable to trends found with genomic G4 maps obtained with either BG4 ChIP-seq or CUT&tag.

**Fig. 4:**
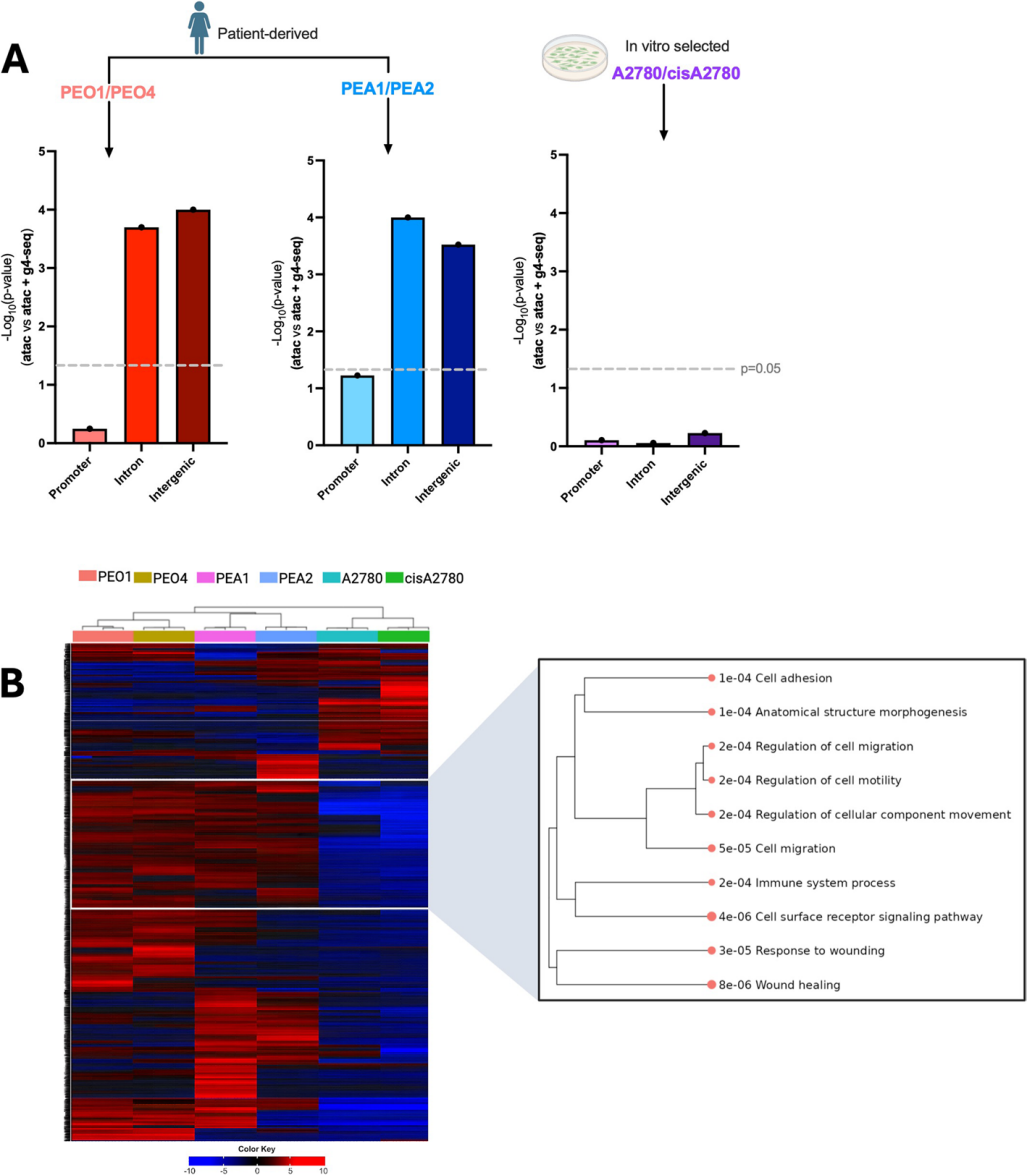
**A** Comparison of the effects of putative G4 sequences on gene expression within three paired drug-sensitive and drug-resistant ovarian cancer cell lines: PEO1 and PEO4, PEA1 and PEA2, A2780 and cisA2780. The expression of genes associated with gained ATAC peaks was compared to genes that gained ATAC peaks also overlapping OQS (detected by G4-seq) at promoters, introns, and intergenic regions. Differences in expression between the two groups were assessed by *p*-value obtained from Mann–Whitney *U* test. Dotted line at *p* = 0.05. **B** Gene expression heat map of top 1,000 most differentially expressed genes between PEO1, PEO4, PEA1, PEA2, A2780, and cisA2780, based on previously acquired RNA-seq data. Samples clustered by average Pearson correlation. Pathway enrichment was conducted on genes uniquely expressed in PEO1/PEO4 and PEA1/PEA2 compared to A2780/cisA2780 revealing genes enriched in cell adhesion, motility and wound healing. Analysis performed in iDEP [76]

Encouraged by these observations, we next decided to extend this analysis to other pairs of drug-sensitive and drug-resistant cell lines that have available ATAC-seq and RNA-seq data. We included the patient-derived cell lines PEA1 and PEA2, which similarly to the PEO pair were derived from a single high-grade serous ovarian cancer (HGSOC) patient before and after they developed resistance to platinum-based chemotherapy (cisplatin) [74]. However, unlike PEO1, PEA1 cells are treatment naïve and were established before the patient received any chemotherapy. We additionally investigated the A2780 ovarian cancer cell line and its cisplatin-resistant pair cisA2780 [73]. In contrast to the PEO and PEA pair, the cisA2780 cell line was established by exposure of the parent cell line to extended, high doses of cisplatin in vitro [73]. Therefore, it has been suggested that the mechanisms by which these cells have developed drug resistance may be distinct to those that occur natively in vivo [27], where factors such as the tumour microenvironment and pharmacokinetics may play a more prominent role.

By considering the distribution of accessible G4 sequences across the cell line pairs, we found that the genomic locations of putative G4 sites were generally similar across drug-sensitive and drug-resistant cells (Addition file 1, Fig. S6). We next performed the integration analysis of ATAC-seq, G4-seq, and RNA-seq data in PEA1/PEA2 and found that genes nearby newly accessible sites that contained putative G4-forming sequences had greater increases in expression, with this difference being statistically significant at intergenic and intronic regions (*p* < 0.0001 and *p* = 0.003 respectively, Fig. 4A). However, the effects of G4 sequences at promoters only had borderline significance (*p* = 0.06, Fig. 4A), similarly to that observed for PEO1 and PEO4 cells. Furthermore, genes that gained putative intergenic/intronic G4 sites in PEA2 cells were enriched in EMT signatures (GSEA: FDR = 2.7e^−10^), in addition to KEGG pathways such as MAPK signalling and transcriptional mis-regulation (Additional file 1, Fig. S7, Additional File 2, Table S4). However, no pathways were significantly enriched for genes linked to new putative promoter G4 sites in PEA2 cells. This result therefore corroborates the finding that non-promoter G4s contribute to the regulation of resistance-related pathways in drug-resistant ovarian cancer cells obtained from different patients, suggesting that G4 accumulation at key regulatory sites could be a common epigenetic mechanism to acquire drug resistance in ovarian cancer patients.

In contrast, when the same analysis was extended to the A2780/cisA2780 pair, no significant effect of G4 sequences was observed at any of the tested genomic sites (Fig. 4A). To further probe differences between the patient-derived and in vitro selected drug-resistant cells, the RNA-seq data was further investigated. Whilst each cell line pair had distinct expression profiles, sample clustering and principal component analysis revealed the PEO and PEA pairs clustered together relative to the A2780 pair (Fig. 4B, Additional file 1, Fig. S8). This result also aligns with previous work showing that changes in chromatin accessibility are more comparable between patient-derived resistant cells than those established artificially in vitro [27]. Clusters of genes that showed high expression in PEO/PEA cells but not A2780 cells were found to be enriched in processes such as cell adhesion, migration, immune system responses, and wound healing (Fig. 4B). These pathways are less likely to be activated in vitro where cells are removed from the tumor microenvironment and indicate that the cisA2780 cell line likely has unique adaption pathways that are seemingly not dependent on G4 accumulation. Moreover, the A2780 cell line has previously been shown to harbour a distinct genetic profile compared to patient-derived HGSOC samples, which may make it a poor model for epigenetic changes relevant to ovarian cancer patients [77, 78].

Altogether, these results indicate that G4s may play a fundamental role in the distal regulation of resistance-related genes that is not limited to the context of a single patient. Additionally, it highlights the important differences between cell models that are established in vivo and in vitro—the latter of which may not effectively reconstitute the epigenetic changes that occurs naturally in patients.

### Small-molecule targeting of G4s re-sensitizes drug-resistant cells via epigenetic reprogramming

Given the strong, location-specific correlations we found between G4s and gene expression within drug-resistant ovarian cancer cells, we hypothesized that direct targeting of G4s may be used to disrupt the epigenetic networks that drive drug resistance. To investigate this, we first examined if treating cells with the G4-targeting small molecule pyridostatin (PDS) [17, 42] had any effect on the cisplatin sensitivity of PEO1^BRCA+^ or PEO4. This experiment was conducted using a single dose of PDS (0.5 µM) that did not induce any toxicity in either PEO1 or PEO4 after 72 h incubation alone (Additional file 1, Fig. S9). The PDS-treated cells were simultaneously exposed to increasing concentrations of cisplatin to test if the toxicity of the chemotherapy agent was increased in the presence of the G4 binder. Interestingly, we found that co-treating cells with PDS and cisplatin had no significant effects on the viability of PEO1 cells but resulted in a large threefold increase in cisplatin sensitivity for PEO4 cells (Fig. 5A), suggesting that PDS can selectively increase cisplatin toxicity in drug-resistant PEO4 cells.

**Fig. 5:**
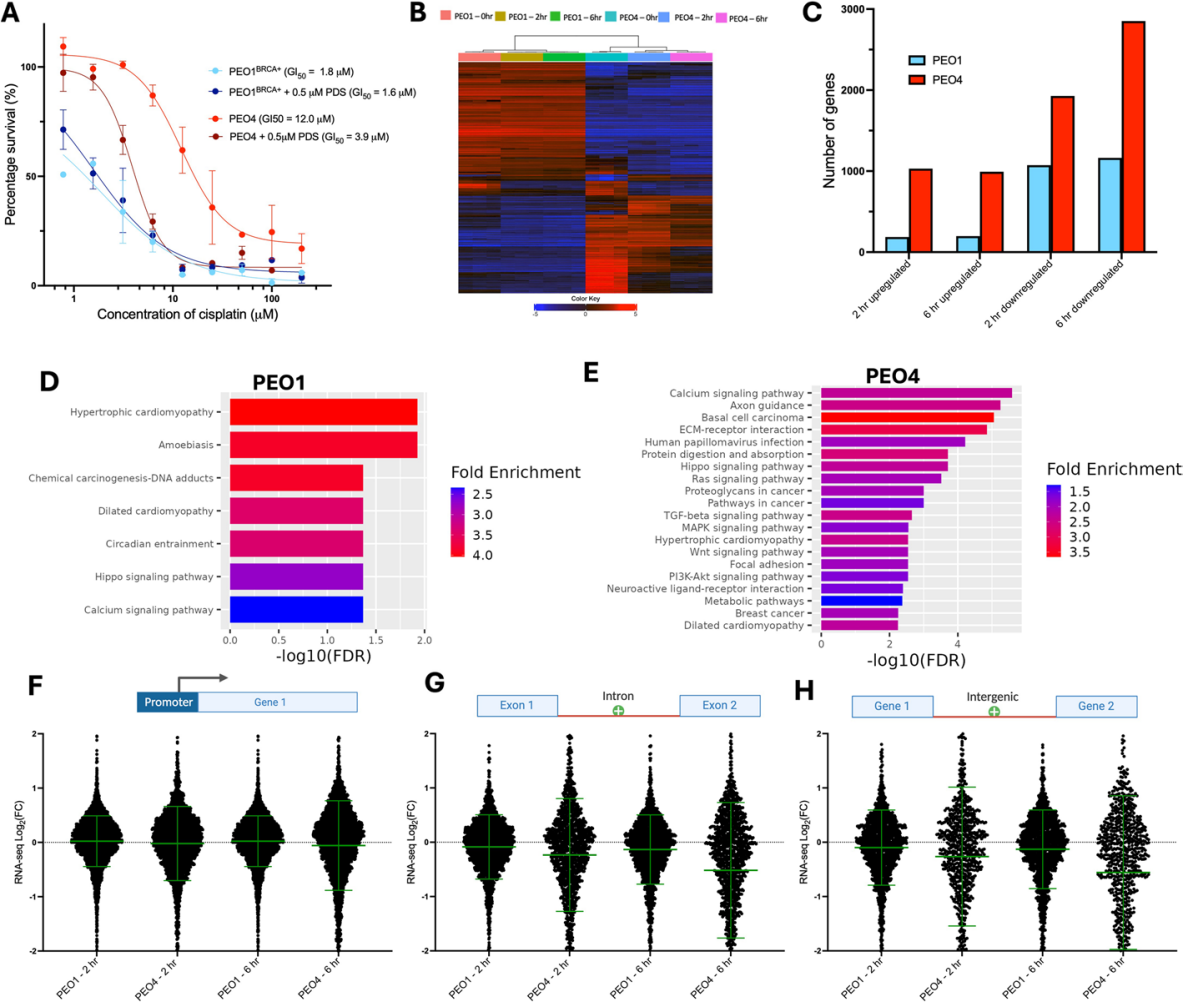
**A** Cell viability of PEO1^BRCA+^ and PEO4 in response to increasing concentrations of cisplatin with or without cotreatment with G4 ligand PDS (0.5 µM), incubated for 72 h. PDS significantly re-sensitizes PEO4 cells to cisplatin but has no effect on PEO1. Error bars are standard deviation of results collected in triplicate. **B** Heat map of top 1,000 most differentially expressed genes in PEO1 and PEO4 after 0, 2, and 6 h of PDS treatment (5 µM). **C** Number of significantly differentially expressed genes (|FC|> 1, FDR < 0.05) in PEO1 and PEO4 after 2 and 6 h of PDS (5 µM) treatment. **D** KEGG pathway enrichment of genes significantly downregulated in PEO1^BRCA+^ and **E** PEO4 after 6 h PDS (5 µM) treatment. **F** Fold-change in gene expression for genes associated with promoter, **G** intronic, or **H** intergenic G4 peaks (identified by BG4 CUT&Tag), after treatment with PDS (5 µM) for 2 or 6 h. Expression is compared for genes proximal to G4 peaks in PEO1^BRCA+^ and PEO4. Statistical significance assessed by Mann–Whitney *U* test. Error bars are standard deviation of gene expression data acquired in triplicate. FC, fold-change; ns, non-significant; *p < 0.05; ***p < 0.001; ****p < 0.0001

Previously, PDS has been reported to cause DNA damage at G4 sites in proportion to the number of accessible G4 regions, and thus it is expected to synergize with DNA cross-linking drugs such as cisplatin [17, 42]. However, given no significant effect was observed within PEO1 cells that contain ~ twofold more G4s than PEO4, the DNA-damaging effects of PDS do not explain the selective, partial re-sensitization of PEO4 cells. Instead, we reasoned that PEO4 cells have a unique epigenetic state that is more reliant on the presence of G4s and super-G4s at specific genomic locations, such as introns and intergenic regions. To test this hypothesis, we used RNA-seq to map the transcriptional profiles of PEO1^BRCA+^ and PEO4 cells after treatment with PDS for 2 or 6 h at approximately the 72 h IC_50_ concentration (5 µM, Additional file 1, Fig. S9).

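PDS (pyridostatin) is a small molecule that binds and stabilizes G4s. PEO1 BRCA+ and PEO4 cells were each sequenced untreated and after 2 and 6 h with PDS, in 3 replicate libraries per condition. The methods describe a common preparation and alignment for all RNA-seq libraries. Counts on genes summed to between 33260167 and 39866793 per PEO1 BRCA+ library after 2 h of PDS (median 34591154) and to between 34455291 and 38123787 after 6 h (median 35027341). In PEO4, the sums lay between 35633786 and 43156993 after 2 h (median 36758056) and between 34119767 and 43713947 after 6 h (median 35020126). Every treated library therefore had more counts than every untreated library of its line. The libraries also differed in their counts on ribosomal RNA genes. These took between 0.217% and 0.4735% of the counts in the untreated libraries of the table, against 0.01635% to 0.0369% in the treated libraries. The labels and methods name no sequencing date or batch, so time of preparation and treatment could not be separated. All 18 libraries entered a joint model with a mean for each of the 6 conditions, which left 12 residual degrees of freedom for the spread between replicates. TMM scaling sets the counts of libraries of different depth on a common scale, relative to the bulk of genes, so a fold change after PDS is relative to that bulk and not to the amount of RNA per cell.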

RNA-seq data revealed that the transcriptional profiles of the cells were substantially altered by PDS treatment, particularly in PEO4 (Fig. 5B, C). 

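Log2 CPM of the 1000 genes that varied most over the 18 libraries was centred per gene and analysed by principal components and by average-linkage clustering on Pearson's r. The PC1 axis held 70.6% of the variance and parted the cell lines, with PEO1 BRCA+ libraries from -30.2 to -24.1 and PEO4 libraries from 20.3 to 35.7. The PC2 axis held 20.9% and parted treated from untreated libraries in both lines. On PC2, untreated PEO1 BRCA+ libraries lay from -10.2 to -8.54 and treated ones from 1.04 to 2.22. Untreated PEO4 libraries lay at -30.9, -29.2 and, for replicate 2, -20.1, against 12.9 to 15.3 after 2 h of PDS and 18.5 to 19.0 after 6 h. Clustering gave 4 groups, which were the untreated and the treated libraries of each line. The same 4 groups came from the 3000 most variable genes, where PC1 held 66.8%, and with a smaller prior count. Across these genes, Pearson's r between untreated libraries and those treated for 2 h was 0.931 to 0.948 in PEO1 BRCA+ and 0.707 to 0.818 in PEO4. Between the 2 and 6 h libraries it was 0.992 to 0.994 in PEO1 BRCA+ and 0.908 to 0.952 in PEO4. Among the 3 untreated PEO4 libraries it was 0.961 to 0.986. These coefficients are across genes, which are not independent replicates.

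**Figure D2:**
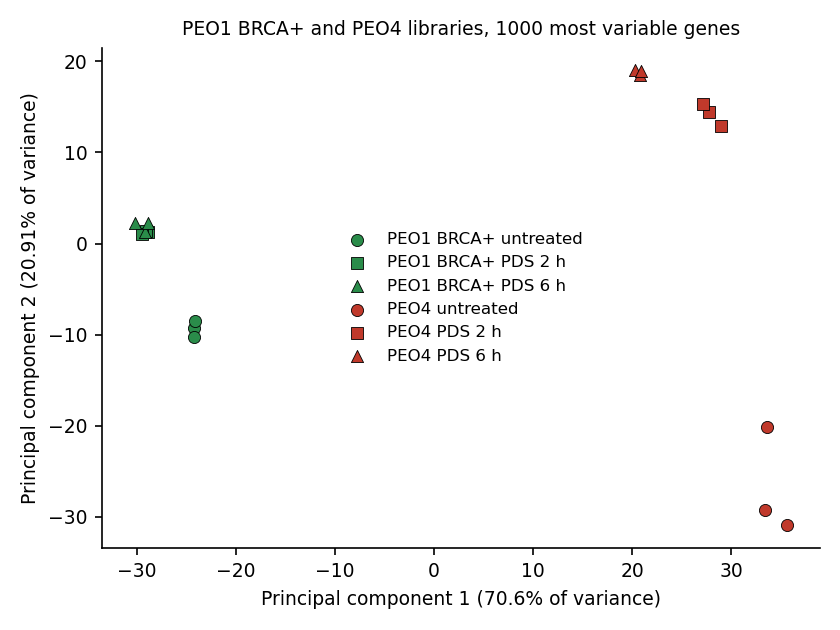
Principal components PC1 and PC2 of the 18 libraries of PEO1 BRCA+ (green) and PEO4 (red), from the 1000 most variable genes. Each point is a library, circles are untreated, squares 2 h and triangles 6 h of PDS. PEO4 libraries spread from -30.9 to 19.0 on PC2 and PEO1 BRCA+ libraries from -10.2 to 2.22.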

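After 2 h of PDS, 201 genes were upregulated and 1087 downregulated in PEO1 BRCA+ relative to untreated cells, so 84.4% of the called genes were downregulated. In PEO4 at 2 h, 1089 genes were upregulated and 1870 downregulated, or 63.2% downregulated. Scaling by library totals in place of TMM moved these shares to 92.6% in PEO1 BRCA+ and 72.4% in PEO4. It shifted the median log2 fold change of all genes by -0.15 in PEO1 BRCA+ and -0.13 in PEO4. Under TMM, the direction at 2 h depended on the fold change threshold. By adjusted p alone, 4489 genes were higher and 4458 lower in PEO1 BRCA+, and 5675 were higher and 5447 lower in PEO4. In PEO1 BRCA+, MIR6805 on chromosome 19 of GRCh38 (55388181 to 55388242) rose from 1.84 ± 0.264 to 20.2 ± 1.83 CPM (SD, n = 3 each). Its log2 fold change was 3.46 (standard error 0.143, adjusted p = 6.3e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and since it lies within RPL28, reads of RPL28 could have been counted on it. RNA28SN1, a ribosomal RNA gene on chromosome 21 (8441146 to 8446211), fell from 375 ± 142 to 23.6 ± 1.17 CPM (SD, n = 3 each). The fitted log2 fold change was -3.99 (standard error 0.349, adjusted p = 7.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and near-identical copies share its reads. In PEO4, DEPTOR on chromosome 8 (119873722 to 120050918) rose from 2.33 ± 1.37 to 119 ± 17.7 CPM (SD, n = 3 each), a log2 fold change of 5.70 (standard error 0.219, adjusted p = 5.9e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 5.44 and 6.27 with each library left out. Without untreated replicate 2 the untreated mean was 1.54 CPM. FOXQ1 on chromosome 6 (1312098 to 1314758) fell from 153 ± 94.0 to 0.922 ± 0.221 CPM (SD, n = 3 each), a log2 fold change of -7.38 (standard error 0.553, adjusted p = 7.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).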

For both PEO1^BRCA+^ and PEO4, the majority of differentially expressed genes (|FC|> 1, FDR < 0.05) were downregulated (Fig. 5C). For instance, after 6 h of PDS treatment, 2,851 genes in PEO4 were significantly downregulated compared to 990 upregulated genes. In contrast, 1,163 genes were downregulated and 198 genes upregulated in PEO1^BRCA+^ after 6 h. This aligns with previous studies showing that G4 targeting with small molecules results in global downregulation of gene expression, which may be due to DNA damage caused by hyper-stabilizing naturally dynamic G4 structures or by displacing the endogenous binding partners of G4s that have been shown to promote gene expression [24, 79]. Additionally, the transcriptional effects PDS had in PEO1 cells mostly plateaued within 2 h, with the 6 h treatment condition producing limited additional changes (15 genes significantly altered between 2 and 6 h in PEO1). However, there were > 1000 genes significantly altered between the 2 and 6 h treatment timepoint for PEO4. This demonstrates that in PEO4 the transcription-altering effects of PDS are not only greater in magnitude but also have stronger temporal dependence, suggesting that perturbing G4 prevalence in PEO4 cells has a more global impact on gene expression changes that might reflect a more relevant role of G4 structures in the maintenance of transcriptional homeostasis of PEO4 cells.

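From the counts, 2782 genes were downregulated and 1066 upregulated in PEO4 after 6 h of PDS. Scaling by library totals gave 3334 downregulated and 698 upregulated genes, so the downregulated share moved from 72.3% to 82.7%, and the median of all genes shifted by -0.16. By adjusted p alone under TMM, 5998 genes were lower and 5883 higher. TGM3 on chromosome 20 of GRCh38 (2296001 to 2341079) had 441 ± 204 CPM in untreated PEO4 and 1.16 ± 0.295 CPM after 6 h (SD, n = 3 each). On the log2 scale, the change was -8.54 (standard error 0.426, adjusted p = 7.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -8.86 and -8.24 with each library left out. LORICRIN had 56.0 ± 25.9 CPM in untreated PEO4 and 0.372 ± 0.0904 CPM after 6 h (SD, n = 3 each), a log2 fold change of -7.20 (standard error 0.505, adjusted p = 9.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MARCHF4 on the minus strand of chromosome 2 (216257865 to 216372483) rose from 0.755 ± 0.442 to 20.6 ± 1.30 CPM (SD, n = 3 each). Its log2 fold change was 4.79 (standard error 0.233, adjusted p = 4.1e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BCYRN1, a long non-coding RNA gene on chromosome 2 (47335315 to 47335514), had 0 or 1 counts in each untreated PEO4 library and 418 to 625 counts in each library after 6 h. It was at least 106-fold higher, overlaps EPCAM-DT, and had counts in the untreated PEO4 libraries of the pair with BRCA2-deficient PEO1.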

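In PEO1 BRCA+ after 6 h of PDS, 1163 genes were downregulated and 220 upregulated by the analysis of the counts. Scaling by library totals gave 1548 downregulated and 146 upregulated genes. By adjusted p alone under TMM the direction turned, with 4431 genes lower and 4593 higher. EGR1 on chromosome 5 of GRCh38 (138465479 to 138469303) fell from 118 ± 10.2 to 7.27 ± 2.63 CPM (SD, n = 3 each). The fitted log2 fold change was -4.01 (standard error 0.388, adjusted p = 1.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -4.17 and -3.73 with each library left out. RNA45SN3, a ribosomal RNA gene on chromosome 21 (8389035 to 8402343) whose reads near-identical copies share, fell from 21.7 ± 7.55 to 1.14 ± 0.889 CPM (SD, n = 3 each), or to 0.645 CPM without replicate 1 of the 6 h libraries. On the log2 scale, the change was -4.21 (standard error 0.439, adjusted p = 3.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BCYRN1 rose from 0.132 ± 0.0405 to 24.8 ± 3.23 CPM (SD, n = 3 each), a log2 fold change of 7.50 (standard error 0.239, adjusted p = 6.0e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its untreated libraries held 2 to 4 counts each. Untreated BRCA2-deficient PEO1 of the other pair had 10.78 ± 1.81 CPM of BCYRN1 (SD, n = 3). A difference in preparation between treated and untreated libraries therefore stays possible for this rise. MIR6805, which lies within RPL28, had a log2 fold change of 3.50 (standard error 0.143, adjusted p = 4.8e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).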

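Between 2 and 6 h of PDS, 29 genes were differentially expressed in PEO1 BRCA+, 12 of them upregulated and 17 downregulated at 6 h. At an unadjusted p under 0.05, 3437 genes differed. DESeq2's Wald test called 12 genes. The number rested on single libraries. It was 13 without replicate 2 of the 2 h libraries, 19 without replicate 3, 14 without replicate 1 of the 6 h libraries, 18 without replicate 2 and 35 without replicate 3. ID2 on chromosome 2 of GRCh38 (8682056 to 8684461) fell from 35.5 ± 2.45 CPM at 2 h to 14.5 ± 1.32 CPM at 6 h (SD, n = 3 each). Its log2 fold change was -1.29 (standard error 0.0871, adjusted p = 2.8e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -1.34 and -1.21 with each library left out. ZFPM2 on chromosome 8 (105318438 to 105804539), which overlaps ZFPM2-AS1, had 16 to 22 counts per library at 2 h and 4 to 12 at 6 h. The fitted log2 fold change was -1.25 (standard error 0.278, adjusted p = 0.00621 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without replicate 2 of the 6 h libraries it was -0.95 (adjusted p = 0.0965).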

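In PEO4, 2039 genes, or 12.0% of those tested, were differentially expressed between 2 and 6 h of PDS. Of these, 387 were upregulated and 1652 downregulated at 6 h. The total lay between 1728 and 2277 with each library left out in turn. ESM1 on chromosome 5 of GRCh38 (54977867 to 54985593) rose from 1.52 ± 1.10 CPM at 2 h to 15.8 ± 1.29 CPM at 6 h (SD, n = 3 each). On the log2 scale, the change was 3.33 (standard error 0.317, adjusted p = 1.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 2.95 and 4.09 with each library left out. Without replicate 3 of the 2 h libraries the mean at 2 h was 0.922 CPM. MARCHF4 had 1.21 ± 0.514 CPM (SD, n = 3) at 2 h and rose from there by a log2 fold change of 4.07 (standard error 0.188, adjusted p = 1.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DHRS2 on chromosome 14 (23630115 to 23645639) fell from 108 ± 32.2 to 8.73 ± 2.23 CPM (SD, n = 3 each), a log2 fold change of -3.64 (standard error 0.213, adjusted p = 5.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DEPTOR, which PDS had raised at 2 h, came back to 10.8 ± 0.184 CPM (SD, n = 3) at 6 h, a log2 fold change of -3.46 (standard error 0.17, adjusted p = 2.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).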

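The size of the change was compared over all 17020 tested genes, whether or not they were called. Against untreated cells, the median absolute log2 fold change was 0.32 at 2 h and 0.33 at 6 h in PEO1 BRCA+. In PEO4 it was 0.44 at 2 h and 0.52 at 6 h. Between 2 and 6 h it was 0.12 in PEO1 BRCA+ and 0.36 in PEO4. The difference between the lines was tested directly as the interaction of line and treatment. At 2 h, 1039 genes responded higher and 837 lower in PEO4 than in PEO1 BRCA+. At 6 h the numbers were 923 and 1589. By adjusted p alone they were 3285 and 3066 at 2 h, and at 6 h the direction turned, with 4160 higher and 3910 lower. With each library left out in turn, between 861 and 1049 genes were higher and between 1464 and 1679 lower at 6 h. Of the genes downregulated after 6 h, 607 were downregulated in both lines, against 190.1 for independent sets of these sizes. Another 91 were upregulated in both, against 13.8, and 72 changed in opposite directions. From the larger and more time-dependent response in PEO4, the paper proposes that G4s have a more relevant role in maintaining transcription in PEO4 cells.

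**Figure D3:**
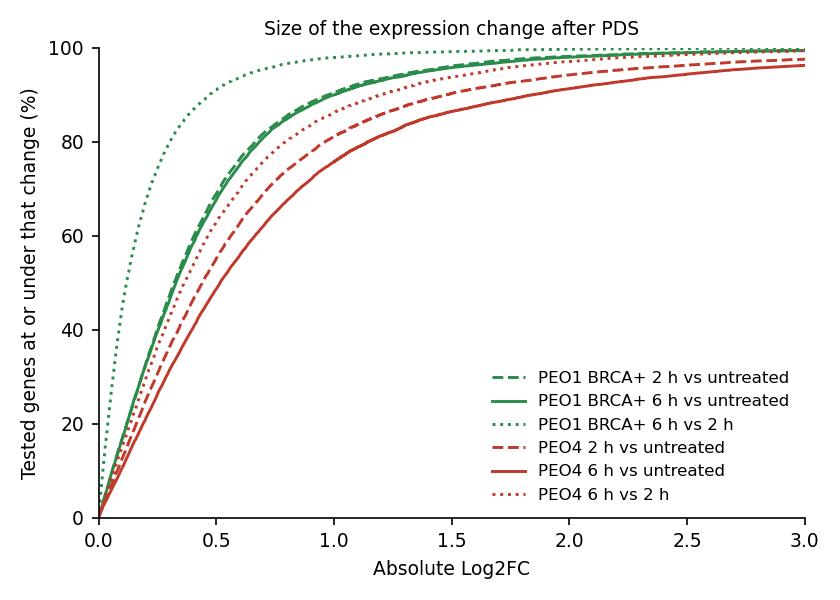
Percentage of the 17020 tested genes at or under each absolute log2 fold change, shown up to 3, for PEO1 BRCA+ (green) and PEO4 (red). Dashed lines are 2 h and solid lines 6 h of PDS against untreated cells, and dotted lines 6 h against 2 h. Each red line lies right of the green line of its comparison.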

To understand which gene pathways were significantly altered by G4 perturbation, we performed pathway enrichment analysis on significantly altered genes. Across all conditions, multiple KEGG pathways were significantly affected (Figs. 5D, E). 

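The pathways were examined with 15 hand-written lists of core member genes, since KEGG's own gene sets were not used here. Each list was compared with all tested genes by 1-sided Fisher's exact test with Benjamini-Hochberg adjustment over 60 tests, covering both lines and both directions after 6 h of PDS.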

In PEO4, many signalling pathways were enriched amongst downregulated genes, including Hippo, WNT, MAPK, and TGF-B (Fig. 5E); all of which are implicated in the control of EMT, responses to stress and are reported to contribute to acquired drug tolerance in ovarian cancer [55, 80, 81]. 

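Of the tested genes, 16.4% were downregulated in PEO4. Among 73 WNT pathway genes 26 were downregulated (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.000593). The test of the list moved most with the method, from an adjusted p of 5.7e-10 with limma's fry to 0.0102 with camera. The WNT families of Fig. S5 had 18 of 36 members downregulated and 4 upregulated (adjusted p = 6.0e-05 by the same Fisher's test), with a median log2 fold change of -0.99. Scaling by library totals or upper quartile left 3 upregulated, without FZD8. Fig. S5 marks these families because members were upregulated in untreated PEO4, which is the baseline of this comparison. The choice of the families may therefore favour a fall, and how much of the fall it explains was not tested. Among 59 TGF-beta genes, 21 were downregulated (adjusted p = 0.00193 by Fisher's exact test). Hippo had 3 of 52 genes and MAPK 24 of 142 genes downregulated, and the adjusted p from Fisher's exact test was 1 for both. Over the other ways of testing it lay between 0.84 and 1 for Hippo and between 0.128 and 1 for MAPK. These ways kept the same hand-written lists, so they do not test KEGG's own sets. Downregulated genes were also over-represented in the lists of ECM-receptor interaction (23 of 65, adjusted p = 0.00148 by Fisher's exact test), calcium signalling (30 of 108, adjusted p = 0.0123) and early response genes with short-lived mRNA (15 of 46, adjusted p = 0.0299). Calcium signalling lost its call with genes called by adjusted p alone (adjusted p = 0.0681), with camera (0.17) and against matched lists (0.121), and over all ways it ranged from 5.8e-07 to 0.17. ECM-receptor interaction lost it with adjusted p alone (0.0762) and camera (0.419), with a lowest value of 0.000597 under library totals. The early response list lost it with camera (0.0588), with a lowest value of 0.000667 against matched lists. The largest share was in the interferon response, with 29 of 38 genes (adjusted p = 2.9e-14 by Fisher's exact test). All 7 lists were past the threshold with fry, which uses the estimated correlation between genes. It tests whether a list's own genes changed, so it cannot show that they changed more than other genes. With camera, which compares a list with the other genes, 4 lists passed. WNT10A on chromosome 2 of GRCh38 fell from 142 ± 7.26 to 13.9 ± 0.978 CPM (SD, n = 3 each), a log2 fold change of -3.35 (standard error 0.088, adjusted p = 3.1e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its end overlaps that of WNT6, which had a log2 fold change of -4.31. LGR6 had -4.69, CAMK2B -4.86, WNT5A -3.84 and WNT11 -2.88. Without replicate 3 of the 6 h libraries the mean of CAMK2B there was 0.0358 CPM in place of 0.0638 CPM. Only a bound, at least 24.3-fold lower, can then be given for it. NOTUM was at least 51.0-fold lower (27.6-fold without replicate 3 of the untreated libraries), and LEF1 at least 5.85-fold lower. The upregulated members were WNT16 (log2 fold change 2.08), PRICKLE1 (1.98), WNT9A (1.68) and FZD8 (1.03). FZD8 lost its call without replicate 3 of the untreated libraries (0.89). Of the downregulated members, FZD10 lost its call without replicate 2 or 3 of the 6 h libraries or untreated replicate 3. WNT8B lost its call without untreated replicate 1. In other fits that left out a library, LGR4 and WNT5B became upregulated and FZD4 downregulated. Of the TGF-beta list, BMP4 fell from 73.4 ± 38.9 to 2.29 ± 0.169 CPM (SD, n = 3 each), a log2 fold change of -5.00 (standard error 0.376, adjusted p = 4.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CACNA1B was at least 45.6-fold lower, COMP at least 26.3-fold and VWF at least 8.69-fold. The log2 fold change was -5.60 for ADRA1D, -4.28 for FOS, -3.41 for EGR1, -4.89 for IFI44L and -4.88 for BST2. Without replicate 1 of the untreated libraries the untreated mean of FOS was 157 CPM in place of 242 CPM. From the pathways enriched among downregulated genes, the paper states a link to the control of EMT, to responses to stress and to acquired drug tolerance.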

The enrichment of altered signalling pathways in PEO4 may also explain the temporal effect of G4 stabilization, as these pathways typically regulate the localization of master regulatory proteins which in turn affect the expression of multiple downstream genes over longer time periods [82]. Additionally, multiple pathways contributing to cancer proliferation including those found in basal cell carcinomas and breast cancers were downregulated, suggesting PDS treatment may result in a global reduction of cancer cell fitness. In comparison, significantly fewer signalling pathways were enriched for downregulated genes in PEO1, with top hits being in pathways such as cardiomyopathy and processing of DNA adducts (Fig. 5D). 

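In PEO1 BRCA+ after 6 h, 6.83% of the tested genes were downregulated. Of the 15 lists, the early response genes with short-lived mRNA alone were over-represented among them, with 11 of 46 genes (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.00179). That call was lost with adjusted p alone (0.238), camera (0.329) and fry (0.179), and held against matched lists at 0.000667, the smallest value resampling could give. FOS on chromosome 14 of GRCh38 (75278828 to 75282230) fell from 50.4 ± 16.3 to 9.73 ± 4.00 CPM (SD, n = 3 each). Its log2 fold change was -2.36 (standard error 0.604, adjusted p = 0.00521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The WNT list had 5 of 73 genes downregulated (adjusted p = 1 by Fisher's exact test). It was past the threshold with camera (0.0354) and fry (2.2e-06), which use all members and not only called ones. The WNT families had 4 of 36 downregulated (0.656), TGF-beta 6 of 59 (0.642), ECM-receptor interaction 8 of 65 (0.278), calcium signalling 14 of 108 (0.076) and Hippo 6 of 52 (0.474), each by the same Fisher's test. MAPK had 6 of 142 genes downregulated, with an adjusted p of 1. With fry the adjusted p was 3.0e-05 for the WNT families, 1.3e-05 for TGF-beta, 0.00178 for ECM-receptor interaction, 1.1e-06 for calcium signalling, 0.00594 for Hippo and 0.652 for MAPK. With camera calcium signalling was past the threshold (0.013), and the others lay between 0.17 for the WNT families and 0.867 for MAPK. Among genes upregulated in PEO1 BRCA+, no list passed the threshold by Fisher's exact test, and the lowest adjusted p was 0.245 for p53 targets (2 of 30 genes). Ribosome biogenesis, with 1 of 79 genes upregulated and an adjusted p of 1 by that test, passed with genes called by adjusted p alone (2.1e-15), camera (1.5e-11) and fry (1.1e-06), and not against matched lists (0.749). Cholesterol synthesis, with 1 of 29 genes (0.786), passed with the same 3 (0.000241, 0.000151 and 0.000462), and not against matched lists (0.44). With fry alone p53 targets passed (0.000759), and with adjusted p alone epithelial markers (0.0264).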

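Among all tested genes, 6.26% were upregulated in PEO4 after 6 h of PDS. The same lists showed over-representation among them for ECM-receptor interaction, with 16 of 65 genes (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 5.3e-05), and for ribosome biogenesis, with 17 of 79 genes (adjusted p = 9.2e-05). The ECM-receptor call was lost with genes called by adjusted p alone (0.736) and with camera and fry (1 for both). That list was also over-represented among downregulated genes. The ribosome biogenesis call held with each of these, from 9.2e-27 to 7.1e-10. In scalings chosen after seeing the data it was lost with library totals (0.705) and upper quartile (0.159), and held with DESeq2's size factors (0.000809). The list's median log2 fold change stood 0.80 above that of all genes under TMM and library totals alike. The WNT families had 4 of 36 genes upregulated (adjusted p = 0.588 by Fisher's exact test), WNT 6 of 73 and TGF-beta 5 of 59 (0.786 for both), calcium signalling 8 of 108 (0.864) and mesenchymal markers 6 of 32 (0.0723). For Hippo (1 of 52) and MAPK (8 of 142) the adjusted p was 1. THBS1 on chromosome 15 of GRCh38 (39581079 to 39599466) rose from 27.3 ± 10.3 to 445 ± 28.7 CPM (SD, n = 3 each). The fitted log2 fold change was 4.04 (standard error 0.206, adjusted p = 5.7e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TNC rose from 5.16 ± 5.55 to 47.1 ± 1.40 CPM (SD, n = 3 each), a log2 fold change of 3.23 (standard error 0.422, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 2 of the untreated libraries it rose from 1.98 CPM. The ribosome biogenesis genes RRP9 and RPP40 had smaller changes, with log2 fold changes of 1.37 (standard error 0.108) and 1.36 (standard error 0.132) and adjusted p-values of 4.8e-10 and 3.8e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.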

We additionally noted that the genes upregulated in PEO4 after PDS treatment were not enriched for pathways canonically associated with ovarian cancer drug resistance (Additional file 1, Fig. S10).

We next set out to link changes in gene expression post-PDS treatment to the presence of G4s at promoters, introns, and intergenic regions as detected by BG4 CUT&Tag. By analyzing the expression change of genes associated with promoter G4s, we observed that for both treatment time points and cell lines, the average change in expression was negligible (Fig. 5F). In PEO1^BRCA+^, G4 promoter-linked genes had an average Log_2_FC =  + 0.02 after 6 h PDS treatment and in PEO4 an average Log_2_FC =  − 0.06. In contrast, genes linked to intergenic and intronic G4s had much larger changes in gene expression, particularly in the case of PEO4 where the effect was also time-dependent (Figs. 5G, H). Specifically, after 6 h PDS treatment, genes in PEO4 associated with intergenic and intronic G4s had an average Log_2_FC = − 0.56. and − 0.52, respectively, almost tenfold greater than that of promoter G4-associated genes. We next examined the pathways associated with downregulated genes linked to PEO4 intergenic/intronic G4s, and again found enrichment of WNT, Hippo, and calcium signalling which indicates that these key pathways are epigenetically impacted by G4 perturbation (Additional file 1, Fig. S11). In contrast, no KEGG pathways were significantly enriched for downregulated genes associated with promoter G4s, which further highlights that promoter G4s are unlikely to regulate any critical pathways associated with the development of drug resistance in ovarian cancer patients exposed to chemotherapy.

Altogether these experiments reinforce the notion that, in the context of PEO4 cells, the presence of non-promoter G4s is key for rewiring transcriptional profiles that might be linked to the development of drug resistance, whereas G4s forming at promoters have limited relevance. Whilst we expect PDS to interact with and perturb G4s at promoter and non-promoter sites equally, the greater effects on gene expression observed upon PDS treatment indicate that non-promoter G4s are functionally more relevant for transcriptional regulation, particularly in drug-resistant cells. This is evidenced by the greater global change of gene expression in PEO4 after G4 perturbation, as well as the significantly higher association of these changes with the presence of G4s at intergenic and intronic sites. Overall, this highlights the potential of using G4 ligands to alter transcriptional pathways that are essential for ovarian cancer cells to acquire drug resistance and the potential for future exploration of G4 perturbation to combat resistance acquisition.

## Discussion

DNA G-quadruplex structures have been widely linked to the epigenetic state of cells, with multiple independent studies showing endogenous G4 accumulation is correlated with overall increased gene expression [8, 20–23]. Given the enrichment of G4s within key oncogenes and globally in cancer cells [8, 11, 13, 14], it has been speculated that G4 accumulation may contribute to transcriptional programs that promote proliferation during oncogenesis. However, cancer cells are not epigenetically stagnant but constantly evolving [83, 84], leading to dynamic changes in gene expression alongside DNA structures such as G4s [12]. In ovarian cancer, and several other cancers, such epigenetic plasticity can lead to acquired drug resistance that is fatal to patients in most cases [3, 85, 86]. Despite this, a systematic study to associate G4 accumulation and changes in transcription associated with drug resistant cells has not been previously performed, making it impossible to anticipate whether G4 accumulation may contribute to the remarkable and devastating capacity for drug-induced evolution that is typical of cancer cells.

In this work, we explored the impact that G4 accumulation has on the epigenetic state of drug-resistant ovarian cancer cells by generating G4 maps via two independent genomic methods (BG4 CUT&Tag and BG4 ChIP-Seq) in paired drug-sensitive and drug-resistant ovarian cancer cell lines (PEO1 and PEO4). We intersected G4 maps with maps of the transcriptional enhancer mark H3K27ac (CUT&Tag), chromatin accessible sites (ATAC-Seq), and gene expression changes (RNA-Seq) in the same cells to establish associations between G4 accumulation and global epigenetic changes linked to ovarian cancer drug resistance. Surprisingly, we found limited effect of G4 accumulation when compared to increased chromatin accessibility at promoters, which is a stark difference from literature reports of the strong transcriptional effects of G4s forming within promoter regions [8, 20–23].

In contrast, we observed a highly significant association between G4 accumulation at introns and intergenic regions and increased gene expression. Generally, intergenic transcriptional enhancers have been linked to the regulation of housekeeping genes, whereas the targets of intronic enhancers are enriched for cell-type specific genes [48, 87, 88]. However, both locations share the critical ability to regulate gene expression over long genomic distances. The location-specific association of G4s at introns and intergenic regions may therefore indicate that G4s act via distal regulatory mechanisms in drug-resistant cells, which may represent a distinct mechanism to the previously established impact of G4s at promoters [8, 20–23]. Crucially, this effect of G4s outside of promoters was also observed in a distinct pair of patient-derived cell lines, suggesting a common mechanism of epigenetic rewiring that leverages G4 accumulation at non-promoter sites to achieve transcriptional misregulation that leads to drug resistance. Furthermore, we observed that the accumulation of G4s is not exclusive to genes associated with drug resistance, suggesting that further investigation of the functional role of these G4s will provide additional insights on ovarian cancer biology beyond drug resistance.

We additionally found that the presence of G4s synergized with enhancers marked by H3K27ac, which were also predominantly found outside of promoters. Critically, we observed that clusters of G4 peaks spaced within a window of 12.5 kb from each other acted as super-enhancers, revealing a new G4-based epigenetic feature to attain transcriptional enhancement that we coined as “super-G4s.” Interestingly, super-G4s accumulate in regions that are mostly independent from canonical super-enhancers and are associated with transcriptional upregulation that surpasses that of super-enhancers, which are well established to be some of the most powerful regulatory elements in the genome [68, 69, 71]. This evidence indicates that super-G4s can be considered as distinct super-enhancer regions, something that has not been previously considered. We reason that the high binding affinity of G4s to several regulatory proteins [22, 31, 33], along with the ability of G4s to alter methylation profiles [60, 89] and to trigger phase separation [36, 37, 71, 72] may make these structures particularly powerful effectors of long-range gene regulation outside of promoters (Fig. 6), similar to that of super-enhancers. It is also worth noting that accurately linking non-promoter regulatory regions to the expression of a single gene is limiting, as each enhancer may regulate multiple genes thousands of base pairs away. Our analysis may thus underestimate the number of genes regulated by G4s and will be further strengthened by chromatin capture experiments for direct visualization of topologically associated domains in chromatin.

**Fig. 6:**
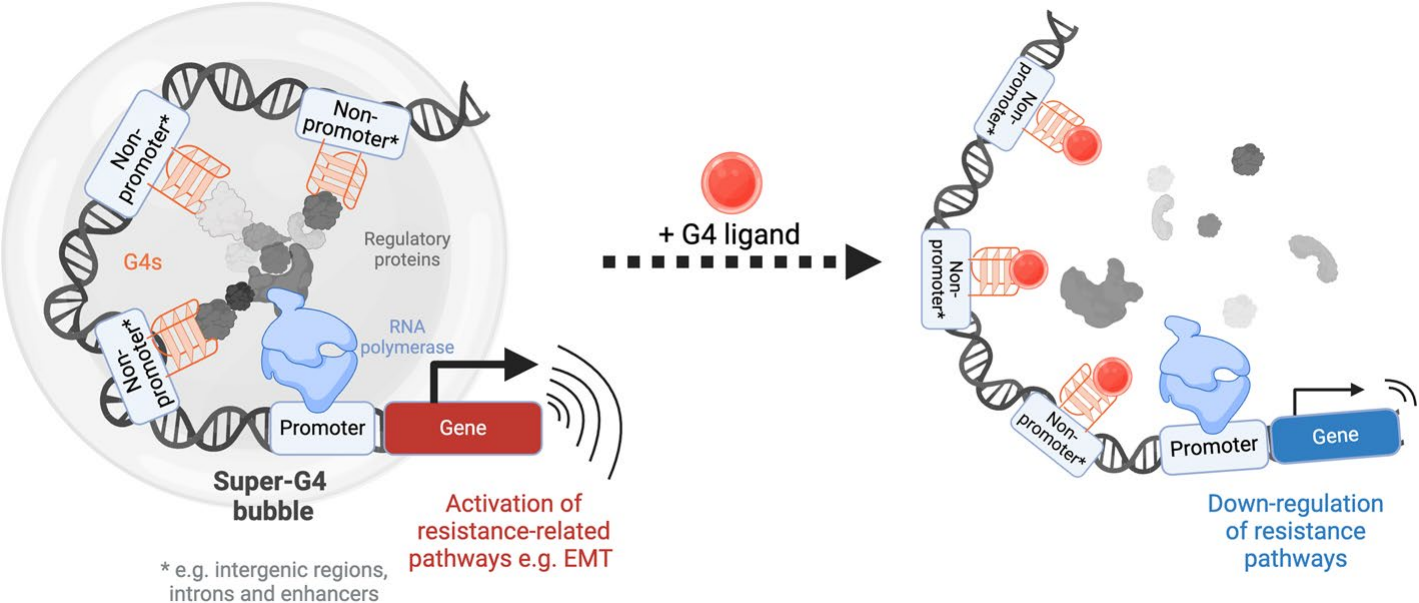
Proposed mechanism of distal, G4-mediated regulation of gene expression in drug-resistant ovarian cancer cells. Clusters of G4s (super-G4s) at non-promoter sites may promote chromatin looping and recruit additional regulatory proteins, leading to the formation of membraneless condensates (depicted in grey) through liquid–liquid phase separation which in turn increase the expression of signalling proteins involved in drug responses. Incubation of cells with a G4 ligand (PDS) alters this molecular network, resulting in significant downregulation of genes associated with drug resistance and leading to a marked increase in drug sensitivity

The impact of long-range regulation in ovarian cancer has begun to be unveiled by previous studies demonstrating that larger transcriptional changes can be achieved by altering distal regulatory sites, rather than promoter regions [27–29]. Perhaps this is because distal transcription-enhancing regions are able to regulate the expression of multiple genes at once, for instance, by the creation of super-enhancer (or potentially super-G4) bubbles which sequester multiple transcription-promoting proteins in a confined space [39, 40]. This may allow cells to rapidly change the expression of large groups of genes rather than on an individual basis and in turn lead to more efficient adaption to drug treatment.

We hypothesize that the distribution of G4s across genomic sites in ovarian cancer cells is heterogeneous, owing to differences in chromatin accessibility, G4-interacting proteins, DNA super-helicity, and epigenetic marks. However, cells that have G4s in key regulatory regions (e.g., intergenic) are more likely to survive drug treatment compared to cells lacking them, as G4s can promote higher expression of genes that counteract the drug response. This leads to a natural selection of drug-resistant cells that are enriched with G4s at non-promoter sites which can act synergistically with other transcriptional enhancers. In contrast, promoter G4s will have a smaller impact on gene expression or drug resistance mechanisms as there is a reduced abundance of resistance-related regulatory regions at promoters [27–29]. Any gained promoter G4s found in drug-resistant cells are thus likely acquired due to natural fluctuations in chromatin state and protein expression across cell lines instead of to achieve a more efficient drug response. The association between gained G4s and upregulation of resistance-related genes is therefore lost at promoters.

To understand if disrupting long-range G4 networks may revert drug tolerant cells to a sensitive state, we investigated the effects of targeting G4s with the highly selective small-molecule PDS. By using the G4-specific ligand PDS to perturb natural G4 homeostasis, we were able to induce significant changes in the transcriptional profile of drug-resistant cells, specifically for genes associated with intergenic and intronic G4s. Overall, global downregulation of genes was observed, particularly in signalling pathways such as WNT, hippo, and calcium signalling proteins which have previously been implicated in EMT and acquired drug resistance of ovarian cancer cells [52–56]. These transcriptional changes were accompanied by a significant increase in sensitivity of drug-resistant cells, but minimal changes in the response of drug-sensitive cells. 

Formation of a G4 network across distal genomic sites in the form of super-G4s might promote chromatin looping and recruitment of transcription factors, leading to the formation of membraneless condensates through liquid–liquid phase separation (Fig. 6). The fact that G4 targeting specifically re-sensitizes drug-resistant cells may reflect loss of condensate stability triggered by potential perturbation of key protein-G4 interactions essential for super-G4 formation. These results highlight the potential of G4 ligands for epigenetic reprogramming of drug-resistant cells that would not affect drug-sensitive or potentially healthy cells. Currently, a small number of G4 ligands have entered clinical trials for cancer therapy [90–92] and may therefore be ideal candidates for investigating the feasibility of G4 targeting to counter drug resistance. In the future, extending analysis of G4-mediated regulation beyond promoter sites may lead to further insights into the important role of these structures in the epigenetic evolution of cancer cells, potentially beyond ovarian cancer.

## Conclusions

In this work, we have deployed a combination of genomics methods to underpin the link between G4 accumulation and epigenetic changes driving drug-resistant ovarian cancers. We have shown that at the global level, G4s in promoter regions are surprisingly not relevant to transcriptional changes induced in drug-resistant patient cells. In contrast, G4s at intergenic and intronic regions provide a transcriptional advantage to key resistance-associated genes. Additionally, our work demonstrated that small molecule targeting of G4s at introns and intergenic regions can induce transcriptional changes that resensitize cells to chemotherapy agents, underscoring the potential of including G4 targeting in combination therapies for drug-resistant cancer treatment. Finally, we demonstrated that G4s and enhancers act synergistically, leading to increased transcriptional activity. This is further corroborated by the observation that cluster of G4s, which we have coined “super-G4s,” also act co-operatively and lead to synergistic enhancement of gene expression, similarly to the effects of super-enhancers. Importantly, genes and pathways that are regulated by super-G4s seem to be distinct to those regulated by super-enhancers, indicating that super-G4s might represent an alternative epigenetic mark to enhance gene expression. Our work supports the relevance of G4 accumulation in epigenetic regulation and maintenance of chromatin architecture, stretching beyond promoters. Based on our study, we anticipate that the development of clinically viable G4 ligands could be beneficial for the treatment of drug-resistant ovarian cancers.

## Methods

PEO1^BRCA+^ and PEO4 cells (ECACC) were grown in RPMI 1640 media with Glutamax (Gibco) supplemented with 10% FBS. Sodium pyruvate (2 mM) was also supplemented when growing the wild type PEO1 cells impaired in *BRCA2* and the corresponding PEO4 cells. Cell cultures were routinely checked for mycoplasma and not further authenticated past confirmation of *BRCA2* status from RNA-seq.

### BG4 expression

*TES buffer*: 50 mM Tris–HCl, 1 mM EDTA, 20% sucrose, pH 8.

*Equilibration buffer*: 20 mM imidazole in PBS, pH 8.

*Wash buffer:* 10 mM NaCl, 10 mM imidazole in PBS, pH 8.

*Elution buffer:* 250 mM imidazole in PBS, pH 8.

*Inner cell salt buffer:* 25 mM HEPES, 110 mM KCl, 10.5 mM NaCl, 1 mM MgCl_2_, pH 7.5

BL21 DE3 cells (50 µL, New England Biolabs) were transformed with the pSANG10-3FBG4 plasmid [43] (2 µL, 36 ng/µL) via heat shock: cells were thawed on ice, BG4 plasmid was added to cells and mixed gently by tapping before incubating on ice for 30 min, cells were heated to 42 °C for 10 s and then left on ice for 5 min. Cells were then transferred into SOC outgrowth media (950 µL, New England BioLabs) at 37 °C for 1 h before expansion into YT growth media (50 mL) containing kanamycin (50 mg/mL, Gibco) and 2% glucose. The cell suspension was grown overnight with incubation at 37 °C, 250 RPM. Cells from the small inoculum (25 mL) were expanded into Invitrogen Magic autoinduction media (1 L), incubated for 6 h at 37 °C, 250 RPM, and then for 24 h at 18 °C, 250 RPM. Cells were pelleted by centrifugation at 4000 g, 4 °C for 30 min. Cell pellets were dissolved in TES buffer (80 mL) treated with protease inhibitor tablets (Pierce protease inhibitor mini, 4 tablets). Diluted TES buffer (1:5, 120 mL), MgCl_2_ (2 mM), and benzonase (5 µL, Millipore) were added to the cell suspension and stirred for 30 min at 4 °C. Cellular lysate was then centrifuged at 8000 g, 4 °C for 20 min.

The BG4 protein was purified from the cell lysate using HisPur cobalt resin (2.5 mL, Thermo Scientific). The resin was washed with Milli-Q water (12.5 mL) and equilibrated with equilibration buffer (5 mL). The equilibrated cobalt resin was then added to the supernatant of the cell lysate and stirred for 30 min. The suspension was run through a column and the resin washed twice with wash buffer (7.5 mL). BG4 was eluted by incubation of the resin with elution buffer (7.5 mL) for 15 min. The elution fraction was concentrated using a 10 kDa centrifugal filter (Amicon). The entirety of the elution was added to the column and spun down to 1.5 mL by centrifugation at 4000 g, 4 °C. The protein was then dialyzed by addition of inner cell salt buffer and spun down again to 1.5 mL. The concentrated protein was then aliquoted, flash frozen with liquid nitrogen and stored at − 80 °C.

Protein purity and concentration was determined by running a 12% SDS-PAGE gel of the eluted protein alongside the Precision Plus all blue protein ladder (2 µL) and BSA standards. The gel was run at 120 V for 60 min, submerged in blocking buffer (40% ethanol and 10% acetic acid in distilled water) with shaking for 15 min and stained with coomassie blue dye (Bio-Rad) by gentle shaking overnight. Gel images were taken on an ImageQuant LAS 4000 and relative intensity of bands was determined in ImageJ.

### ChIP-seq

*Intracellular salt buffer:* 25 mM HEPES pH 7.6, 110 mM KCl, 10.5 mM NaCl, 1 mM MgCl_2_ in Milli-Q water.

*Blocking buffer:* Intracellular salt buffer with 1% BSA dissolved, filter sterilized before use.

*Wash buffer:* 100 mM KCl, 0.1% TWEEN-20, and 10 mM Tris, pH 7.4, in Milli-Q water and filter sterilized before use.

ChIP-seq libraries were prepared with adaption from a previous protocol [44]. Cells were grown to 80% confluency and then harvested at the required cell count (6 million and 10 million for PEO1 and PEO4, respectively). Cells were crosslinked in 1% formaldehyde for 10 min (50 RPM, 16 mL methanol-free formaldehyde, Pierce) and cross-linking was quenched for 10 min by the addition of glycine (1 mL, 2 M). Cross-linked cells were centrifuged for 5 min at 2000 RPM, 4 °C and supernatant removed. The cell pellet was then washed 3 times in ice-cold PBS, centrifuging for 5 min (2000 RPM, 4 °C) between each wash. Cell pellets were then flash frozen in liquid nitrogen and stored at − 80 °C.

Cell pellets were thawed on ice and resuspended in ice-cold hypotonic buffer (250 µL/sample, Chromatrap) and incubated for 10 min on ice. Samples were then centrifuged for 5 min (5000 g, 4 °C) and supernatant discarded. The pellet remaining was then resuspended in lysis buffer (100 µL/sample) and incubated for 10 min on ice. The suspension was sonicated for 15 cycles (30 s on/30 s off) at 4 °C (Diagenode Pico Bioruptor sonicator). Chromatin concentration was quantified using the Qubit 4 Fluorometer and Qubit dsDNA Broad Range kit. A concentration of 110–200 ng/µL was optimal. Assessment of successful chromatin sonication to a required fragment size distribution of 100–500 bp was carried out using the Agilent 4200 TapeStation system (version 4.1.1) and Agilent D5000 screentape following manufacturer’s instructions. Aliquots of chromatin were flash frozen in liquid nitrogen and stored at − 80 °C.

Chromatin was thawed on ice before being supplemented with Triton X-100 (1%) and incubated at room temperature for 10 min. Chromatin (2.5 µL/sample), Ambion™ RNase A (1 µL/sample) and blocking buffer (45 µL/sample) was incubated together for 20 min at 1400 RPM, 37 °C. Four hundred nanogram of BG4 was added to the ChIP samples, and one sample was placed on ice as the input/control sample. The BG4 containing ChIP samples were incubated for 1 h at 1400 RPM, 16 °C. Meanwhile, Anti-FLAG (5 µL/sample, Millipore) were washed three times in blocking buffer (50 µL/sample) with the DynaMag-2 magnet before being resuspended in blocking buffer (50 µL/sample). Anti-FLAG bead suspension (50 µL) was added to each ChIP sample and incubated for 1 h (1400 RPM, 16 °C). ChIP samples then underwent three washes at 4 °C using ice-cold wash buffer (200 µL/sample). Two further washes were then conducted using wash buffer (200 µL/sample), with a 10-min incubation at 37 °C, 1400 RPM. TE buffer was then added to all samples to a final volume of 75 µL, followed by 1 µL of Proteinase K (Invitrogen, 20 mg/mL). Samples were incubated for 1 h (1400 RPM, 37 °C) followed by a 2 h incubation at 65 °C (1400 RPM). Samples were then purified using MinElute Reaction Cleanup Kit, following the manufacturer’s instructions, with elution in 30 µL of elution buffer before further diluting the elution to 40 µL.

qPCR analysis was conducted to ensure adequate enrichment of G4 regions over non-G4 regions prior to sequencing. Purified DNA (2 µL) was qPCR amplified using Fast SYBR Green Master Mix (10 µL) and forward and reverse primers (4 µL each, Additional file 2, Table S5). qPCR was performed on an Agilent Technologies Stratagene Mx3005P Real-time PCR machine, with the following program:

- Cycle 1: 95 °C for 20 s
- Cycle 2: 95 °C for 3 s
- Cycle 3: 60 °C for 30 s
- Cycles 2–3 repeated 40 times

Percentage input values were calculated by performing the following calculation for each region:

$$2^\wedge\left(Ct\;value\;of\;the\;input/Ct\;value\;for\;the\;ChIP\right)\;\times\;100$$

Fold enrichment was then calculated by dividing the average percentage input of G4 regions by that of the non-G4 regions.

Libraries were prepared from input and immunoprecipitated DNA using the NEBNext Ultra II DNA Library Prep Kit for Illumina. Final libraries were subject to 100 bp paired-end sequencing at 30 million reads/sample.

### CUT&Tag

All buffers were filter sterilized before use.

*Wash buffer*: 20 mM HEPES pH 7.5, 150 mM KCl, 0.5 mM spermidine, treated with Roche complete protease inhibitor EDTA-free tablet.

*Binding buffer:* 20 mM HEPES pH 7.5, 150 mM KCl, 1 mM CaCl_2_, and 1 mM MnCl_2_.

*Dig wash buffer:* 0.05% digitonin in wash buffer.

*Antibody buffer:* 1% BSA, 2 mM EDTA in Dig-wash buffer.

Dig-300 buffer: 0.01% Digitonin, 20 mM HEPES pH 7.5, 300 mM KCl, 0.5 mM Spermidine, treated with Roche complete protease inhibitor EDTA-free tablet.

*Tagmentation buffer:* 10 mM MgCl_2_ in Dig-300 buffer.

*DNA extraction buffer:* 0.5 mg/mL proteinase K, 0.5% SDS, 10 mM Tris–HCl pH 8.

Cells were grown to 80% confluency in T75 cm^3^ flasks and then harvested at the required cell count (100,000 cells/sample). Cells were cross-linked in 0.1% formaldehyde for 2 min (16 mL, methanol-free formaldehyde, Pierce) and cross-linking was quenched by the addition of glycine (60 µL, 1.25 M) for 5 min. Cells were then centrifuged for 4 min, 1300 g, 4 °C, and the supernatant was removed. The cell pellet was re-suspended in wash buffer (100 µL/sample). Cells were next immobilized on magnetic concanavalin A (ConA) beads. ConA beads (10 µL/sample) were first washed twice in binding buffer (100 µL/sample) using a magnetic stand (DynaMag-2 magnet) and re-suspended in binding buffer (110 µL/sample). Cell suspensions (100 µL/sample) were incubated with ConA beads (10 µL/sample) for 10 min at 25 °C, 600 RPM. The supernatant was then removed from the beads, followed by two washes with wash buffer (100 µL/sample). Beads were re-suspended in antibody buffer (50 µL) with BG4 (~ 5 µM, 4 µL/sample) or H3K27ac antibody (0.5 µL/sample, Millipore) and incubated at 4 °C overnight, 600 RPM.

Beads from BG4 reactions were washed twice with dig-wash buffer (100 µL/sample) before the addition of anti-FLAG antibody (2 µL, Cell Signalling Technology) in 50 µL dig-wash buffer and incubation for 1 h at 25 °C, 600 RPM. Beads were then washed three times with dig-wash buffer (500 µL/sample). All reactions were then incubated with anti-rabbit antibody (0.5 µL, antibodies-online in 50 µL dig-wash buffer) for 1 h at 25 °C, 600 RPM, followed by three washes with dig-wash buffer (500 µL/sample). Epicypher pA-Tn5 enzyme was then added to each reaction (2.5 µL in 50 µL dig-300 buffer) and allowed to bind for 1 h at 25 °C, 600 RPM, followed by three washes with dig-300 buffer (500 µL/sample). The tagmentation reaction was activated by the addition of tagmentation buffer (300 µL/sample) for 1 h at 37 °C, 600 RPM. Beads were then washed gently with TAPS buffer (Thermo Scientific), mixed with DNA extraction buffer (100 µL/sample) by vortexing for 2 s and then incubated for 1 h at 55 °C, 800 RPM.

Tagmented DNA was purified using the Zymo DNA clean and concentrator-5 kit following manufacturer’s instructions and eluted with 10 mM Tris–HCl (pH 7, 25 µL, 10 min). Purified DNA (21 µL) was PCR amplified using NEBNext HiFi PCR master mix (25 µL) and Illumina sequencing primers (2 µL universal i5 primer and 2 µL barcoded i7 primer, 10 µM, Additional file 2, Table S6). PCR was performed on a Bio-Rad C1000 touch thermal cycler with the following program:

- Cycle 1: 72 °C for 5 min
- Cycle 2: 98 °C for 30 s
- Cycle 3: 98 °C for 10 s
- Cycle 4: 63 °C for 10 s
- Cycles 3–4 repeated 11 times
- 72 °C for 1 min and then hold at 8 °C

Amplified DNA was then purified by addition of Ampure XP paramagnetic beads (65 µL, Agencourt) and incubation at room temperature for 10 min. Beads were washed twice with 80% ethanol and DNA eluted with Tris–HCl (10 mM, 25 µL, 10 min). Fragment size distribution was analyzed on an Agilent 4200 TapeStation system using the Agilent high sensitivity D1000 screentape following manufacturer’s instructions. DNA concentration for each sample was quantified using the Agilent TapeStation analysis software (version 4.1.1). Samples were then pooled together so each sample was present in the pool at equivalent concentration. Large fragments (> 2000 bp) were removed from pooled libraries by incubation of DNA with Ampure beads (0.4 × volume of pool) for 15 min. Supernatant was then isolated and incubated again with Ampure beads (1.4 × volume of pool) for 15 min to remove short fragments. Beads were washed twice with 80% ethanol and DNA eluted with Tris–HCl (10 mM, 50 µL, 10 min). Final libraries were subject to 150 bp paired-end sequencing at 10 million reads/sample.

### ATAC-seq

ATAC-sequencing was performed as previously described [46]. To note, a range of 3–5 additional PCR cycles were performed per sample, dependent on the results of the qPCR, to reduce PCR bias. The customized Nextera PCR Primer sequences used are reported in Additional file 2, Table S7. For library quantification, fragment size distribution and DNA concentration was quantified using an Agilent 4200 TapeStation system using the Agilent high sensitivity D1000 screentape following manufacturer’s instructions. DNA concentration for each sample was quantified using the Agilent TapeStation analysis software (version 4.1.1). Final libraries were subject to 100 bp paired-end sequencing at 50 million reads per sample.

### RNA-seq

RNA was extracted from PEO1 and PEO4 cells (3.5 × 10^6^) using Qiagen’s RNeasy extraction kit, following the manufacturer’s instructions. Briefly, adherent cells were trypsinized, counted and aliquoted. Cell pellets were then lysed with the RNeasy lysis buffer and ran through Qiagen’s QIAshedder homogenizing columns. Cell lysate was then washed with RNeasy wash buffer and an on-column DNase I digestion was performed, followed by RNA purification according to the kit’s instructions. RNA was eluted with RNase-free water (50 µL). RNA quality was analyzed on an Agilent TapeStation using the RNA ScreenTape following manufacturer’s instructions. RNA was sequenced via polyA enrichment and 150 bp paired-end sequencing with 20 million reads/sample.

### CUT&Tag, ChIP, and ATAC-seq data analysis

Quality of reads was assessed with fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and adapter sequences trimmed with fastp [93]. Reads were aligned to the hg38 human genome build with Bowtie2 [94]. Reads were then filtered with samtools [95] to remove unmapped, mitochondrial, and secondary reads; black-listed regions were removed with bedtools intersect [96]; and duplicated reads removed with picard Markduplicates (http://broadinstitute.github.io/picard/) function. Peaks were called using MACS2 (–nolambda setting for CUT&TAG and ATAC-seq, default for ChIP-seq) [97]. Peaks common between replicates and peaks distinct between drug-sensitive and drug-resistant cells were identified with bedtools intersect. Genomic locations of peaks were annotated with Homer annotatePeaks [98] and linked to the expression of the gene with the nearest TSS. Genomic tracks were visualized on IGV [99], and super-enhancers were called with ROSE [66, 67]. Motif enrichment was performed using the MEME suite online tool. Pathway enrichment was conducted with ShinyGO [51], GSEA (https://www.gseamsigdb.org/gsea/msigdb/human/annotate.jsp) [57], and NDEx IQuery pathway figure tool (https://www.ndexbio.org/iquery/) [58].

### RNA-seq data analysis

Quality of reads was assessed and adapter sequences trimmed as above. Reads were aligned to the hg38 human genome build with STAR [100]. Differential gene expression was assessed with DESeq2 [101]. Downstream analysis, including sample clustering and principle component analysis, was performed with iDEP [76]. Pathway enrichment was performed as above.

### Cytotoxicity assays

Sensitivity of PEO1 and PEO4 to cisplatin was measured by performing MTS assays. Cells were plated in a 96-well plate with 3 biological repeats for PEO1 and PEO4 and allowed to adhere for 24 h. A serial dilution (1:2, starting at 200 µM) of cisplatin (Cambridge Bioscience) was then performed into the wells. PDS was synthesized as previously described [17] and added for synergy experiments, and cells were left to grow for 3 days. Media was removed from each well and replaced with the MTS reagent (20 µL Promega CellTiter AQueous One solution) in 100 µL of media, which was allowed to develop for 2 h before absorbance of the plate was read at 490 nm using a CLARIOstar plus microplate reader. The percentage survival for each well was determined by calculating the relative absorbance in the control wells (no cisplatin) with that in the test wells. Curves were fit in GraphPad Prism using the Inhibitor vs. response—Variable slope model.

## Supplementary Information

Additional file 1: Figs. S1–S11.

Additional file 2: Tables S1–S7.

## Data Availability

The datasets supporting the conclusions of this article are available in the NCBI gene expression omnibus (GEO) repository under the code: GSE279495 for ATAC-seq [102], GSE279497 for G4 ChIP-seq [103], GSE279501 for RNA-seq [104] and GSE279641 for G4 CUT&Tag [105]. Previously deposited datasets used in this study are: GSE149147 for ATAC-seq and RNA-seq [106] and GSE110582  for G4-seq [107].

# Supplementary material for: G-quadruplex structures regulate long-range transcriptional reprogramming to promote drug resistance in ovarian cancer cells
**Source:** Genome Biol. 2025 Jul 12;26:183. doi: 10.1186/s13059-025-03654-y
**Supplement:** Supplementary file 1 — Additional file 1: Figs. S1–S11.

## Additional file 1

### G-quadruplex structures regulate long-range transcriptional reprogramming to promote drug resistance in ovarian cancer

Jenna Robinson, Gem Flint, Ian Garner, Silvia Galli, Thomas E. Maher, Marina K. Kuimova, Ramon Vilar, Iain A. McNeish, Robert Brown, Hector Keun, Marco Di Antonio

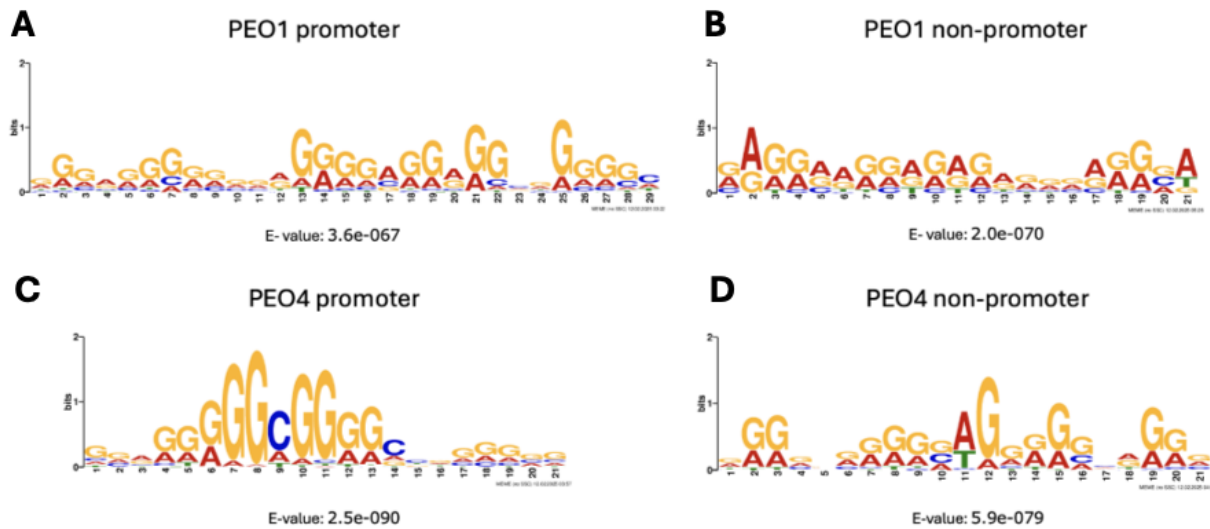

**Figure S1** – Top motifs enriched in BG4 ChIP-seq peaks in A) PEO1<sup>BRCA-</sup> promoters, B) PEO1<sup>BRCA-</sup> non-promoter sites, C) PEO4 promoters and D) PEO4 non-promoter sites PEO4. Motifs discovered with MEME.

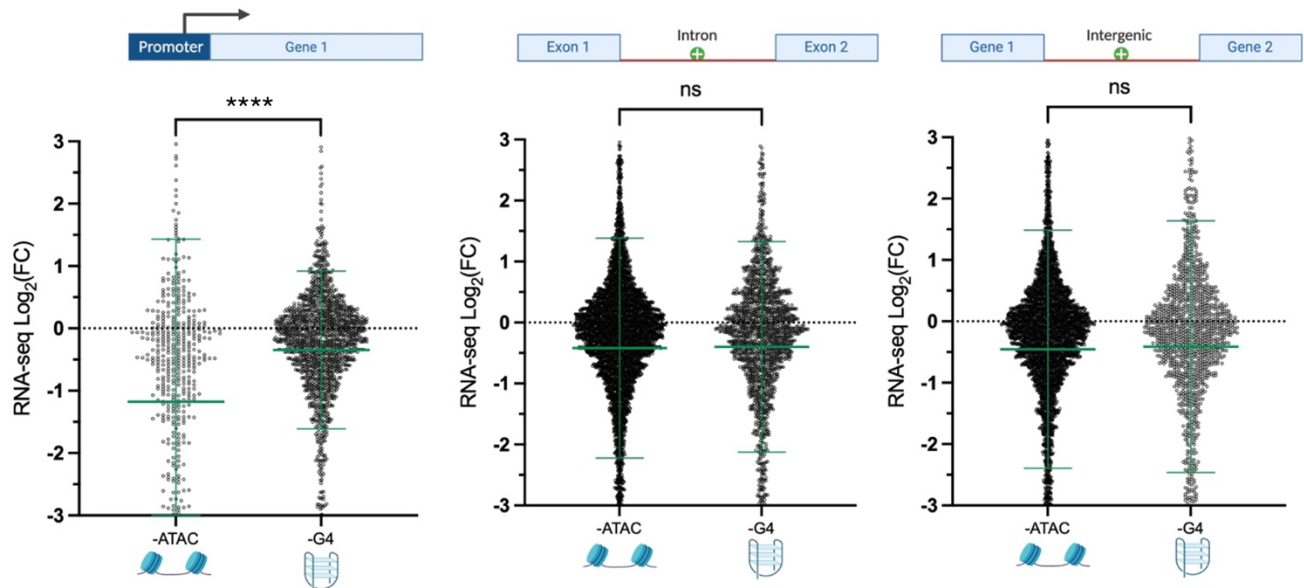

**Figure S2** – Change in expression of genes that lose an ATAC or G4 ChIP-seq peak in PEO4 relative to PEO1<sup>BRCA-</sup>, at promoters, intergenic and intronic regions. Only ATAC-peaks that overlap OQS (identified by G4-seq) were examined. Statistical significance assessed by Mann-Whitney U-test. FC= fold-change; ns = non-significant; \*\*\*\* =  $p < 0.0001$ .

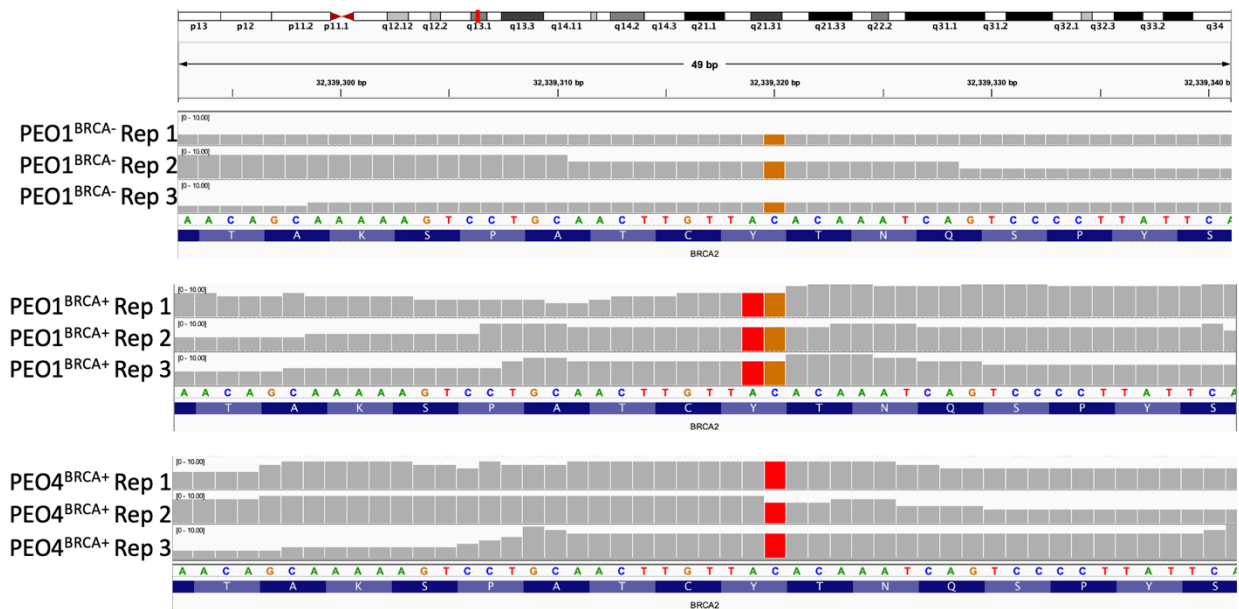

**Figure S3** – IGV profiles of RNA-seq data in PEO1<sup>BRCA-</sup>, PEO1<sup>BRCA+</sup> and PEO4<sup>BRCA+</sup> cells, showing exon 11 of BRCA2. PEO1<sup>BRCA-</sup> harbor a single C>G point mutation which results in the premature introduction of a stop codon, PEO1<sup>BRCA+</sup> contain an additional A>T mutation restoring BRCA2 expression and PEO4<sup>BRCA+</sup> a neutral C>T alteration. Data from three biological replicates is shown.

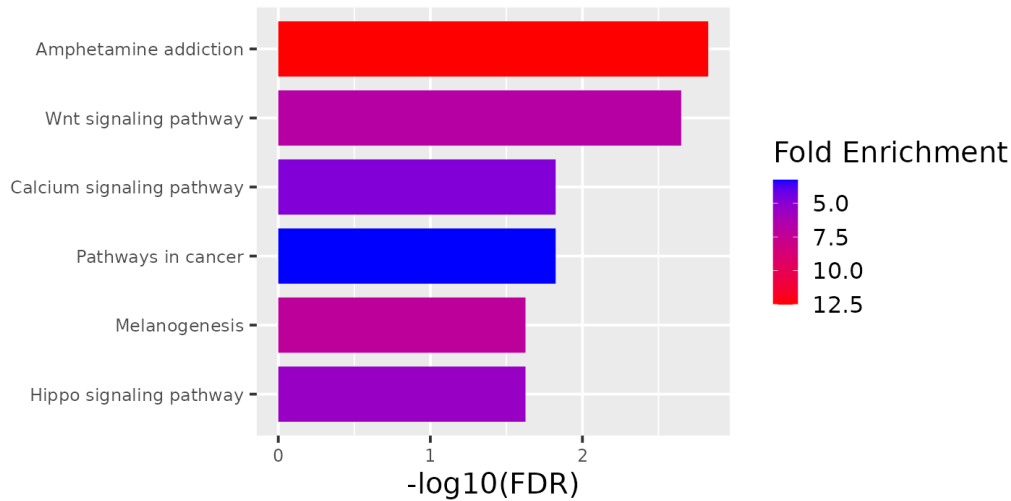

**Figure S4**– Enriched KEGG pathways of upregulated genes associated with new intergenic/intronic G4s in PEO4 (relative to PEO1<sup>BRCA+</sup>). Enrichment analysis performed with ShinyGO.

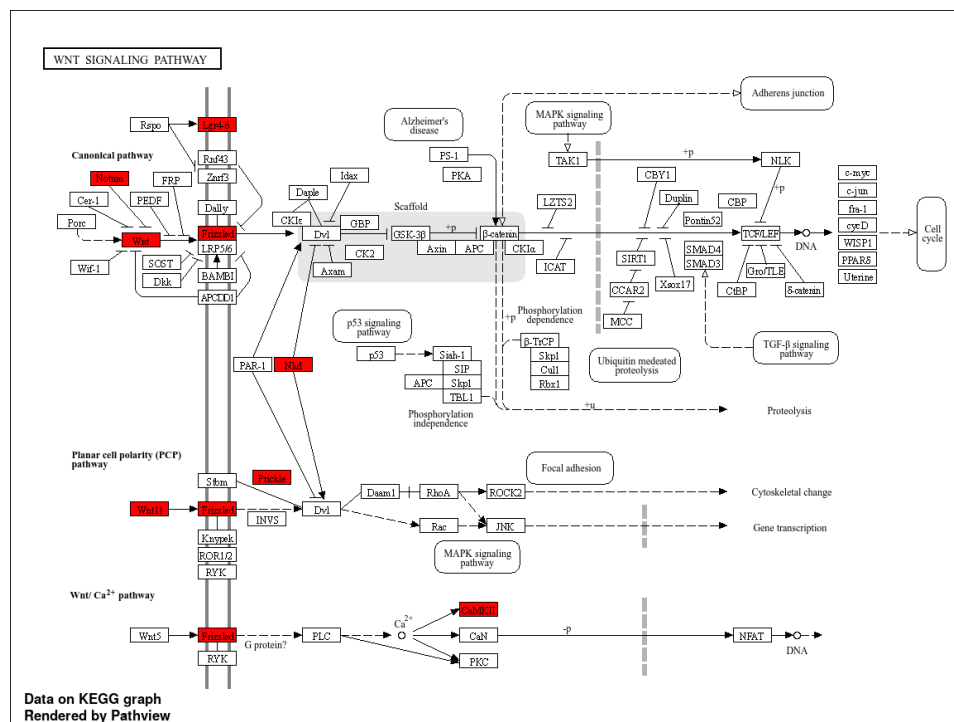

**Figure S5** – Proteins involved in WNT signaling pathway. Proteins in red are significantly upregulated in PEO4 relative to PEO1<sup>BRCA+</sup> and are proximal to PEO4-specific intergenic/intronic G4 CUT&Tag peaks.

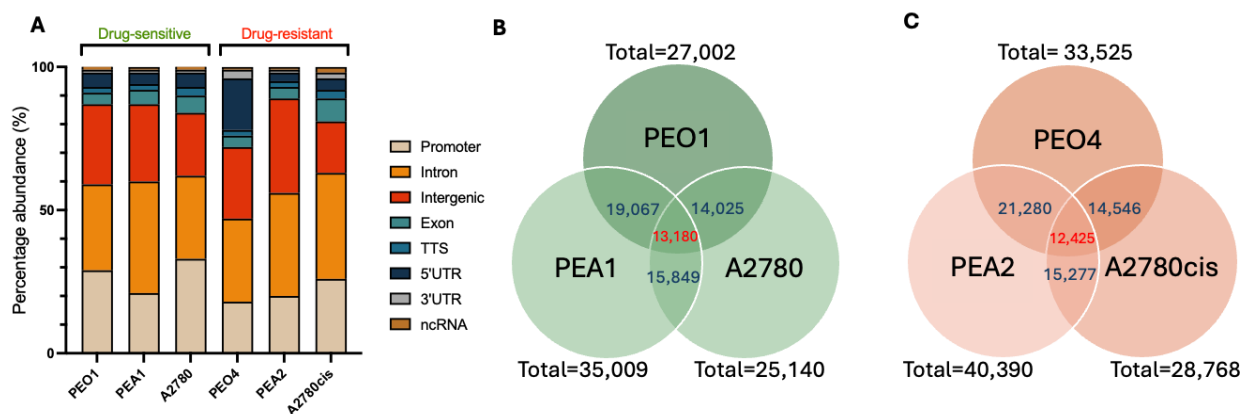

**Figure S6 - A)** Genomic distribution of accessible G4 sequences in drug-sensitive (PEO1, PEA1, A2780) and drug-resistant (PEO4, PEA2, A2780cis) cells. **B)** Overlap between accessible G4 sequences in PEO1, PEA1 and A2780. **C)** Overlap between accessible G4 sequences in PEO4, PEA2 and A2780cis.

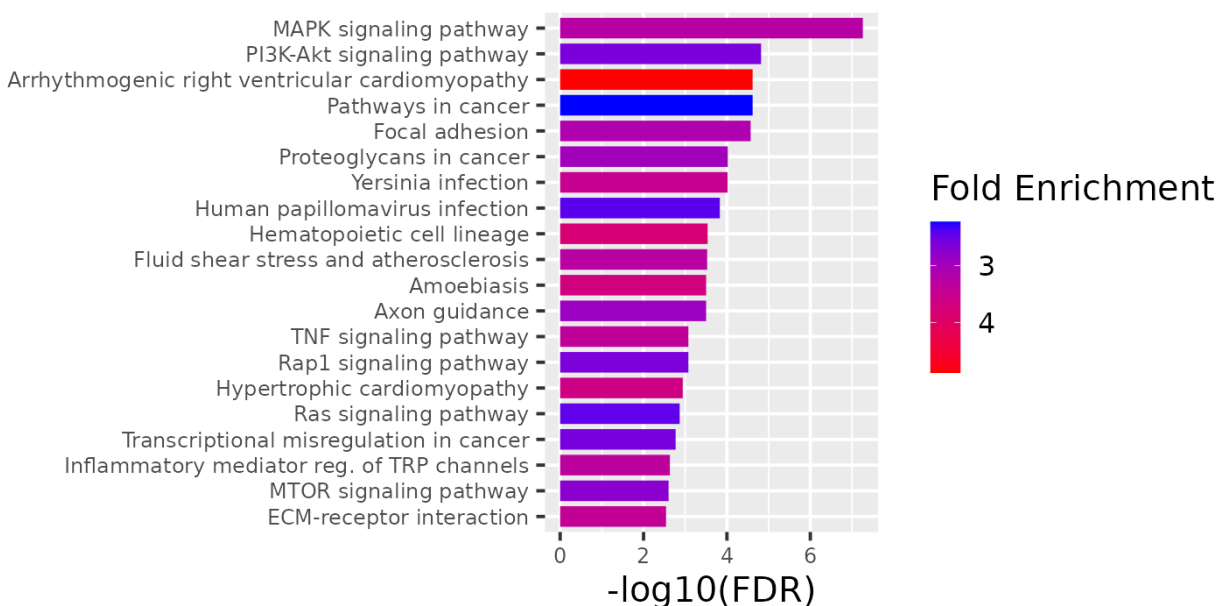

**Figure S7 –** Enriched KEGG pathways for significantly upregulated genes in PEA2 (relative to PEA1), associated with new ATAC peaks that contain OQS (as defined by G4-seq). Enrichment analysis performed with ShinyGO.

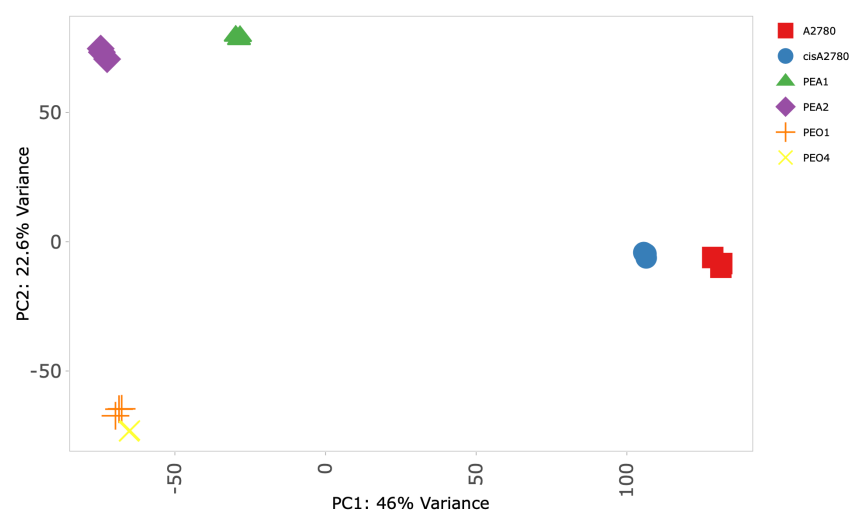

**Figure S8** – Principal component analysis of RNA-seq data in PEO1, PEO4, PEA1, PEA2, A2780 and cisA2780. Analysis performed in iDEP.

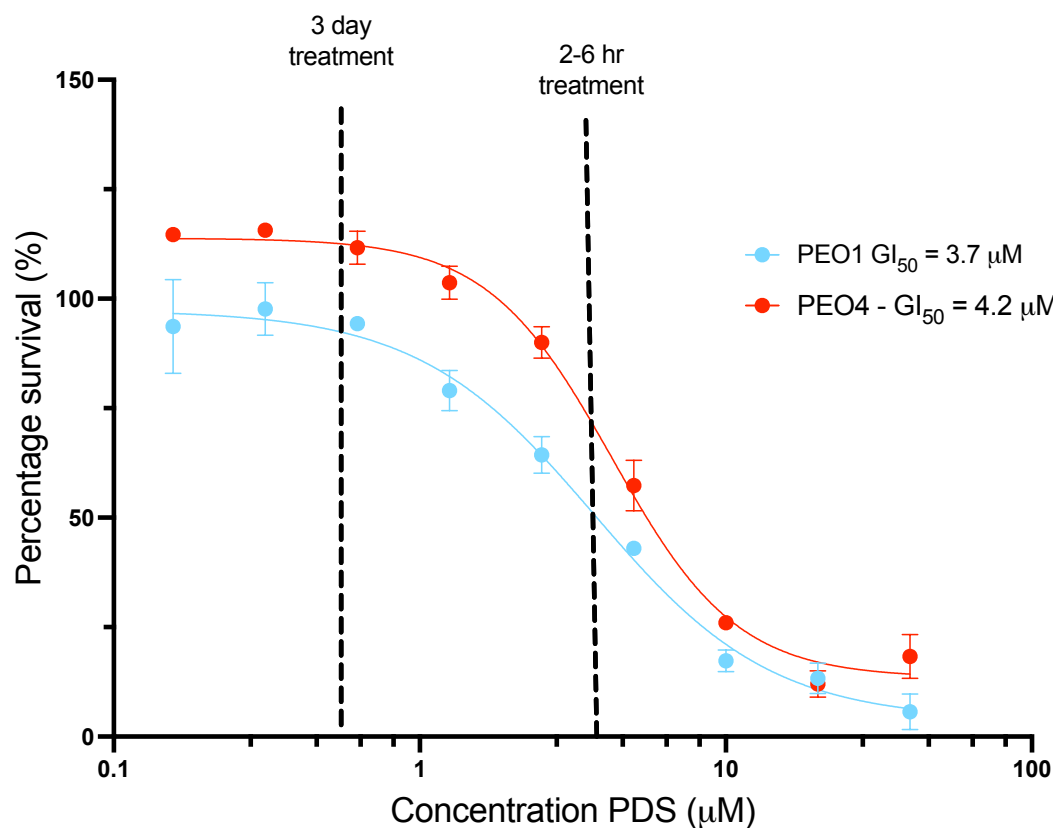

**Figure S9**– MTS viability assay of PEO1<sup>BRCA+</sup> (green) and PEO4 (red) cells in response to increasing concentrations of PDS, incubated for 72 hours. Dotted lines show concentrations used for 3-day synergy experiments with cisplatin (0.5 μM) and for 2/6 hour PDS treatment followed by RNA-sequencing (5 μM). Error bars are standard deviations for experiments performed in triplicate.

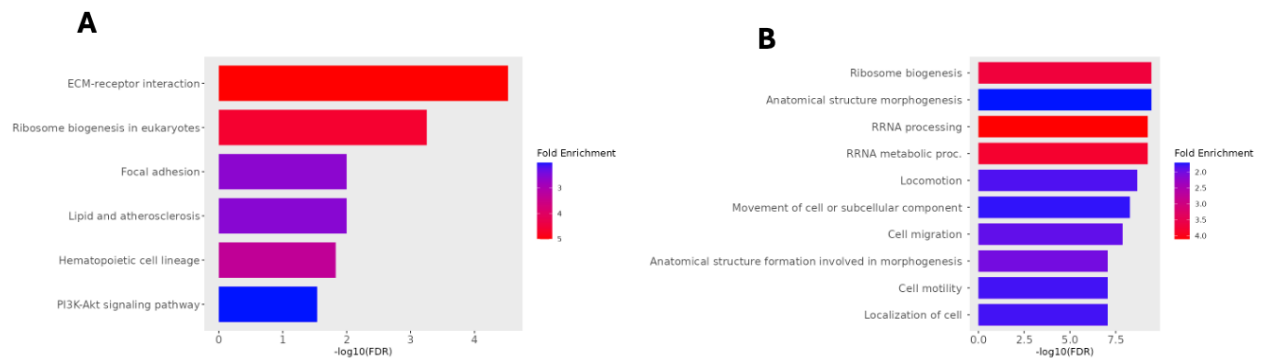

**Figure S10** – A) Significantly enriched KEGG pathways and B) GO biological processes of genes significantly upregulated in PEO4 after PDS treatment (6 hours).

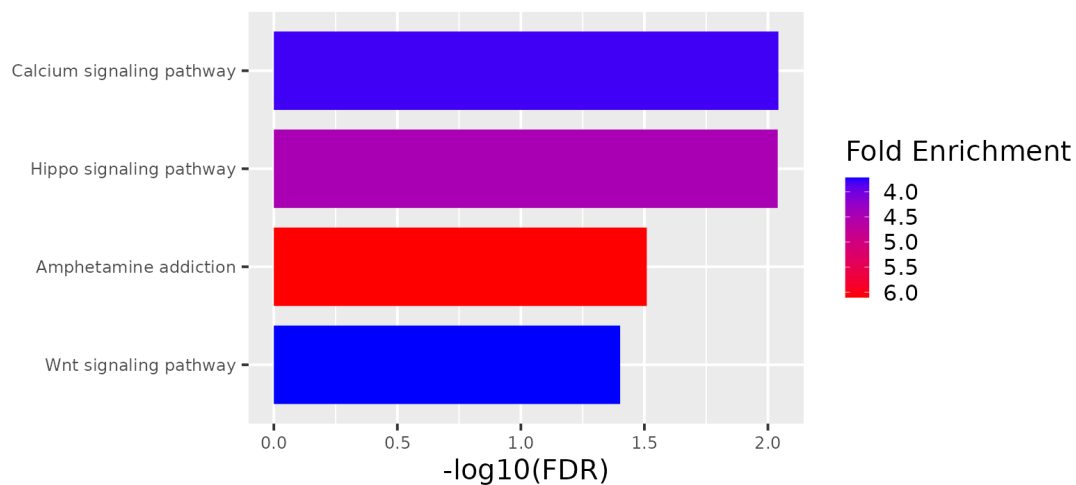

**Figure S11** – KEGG pathways enriched in genes containing intergenic/intronic G4s (detected by BG4 CUT&Tag) in PEO4 that were significantly down-regulated after 6 hours PDS treatment (5  $\mu$ M). Enrichment analysis performed with ShinyGO.

# Supplementary material for: G-quadruplex structures regulate long-range transcriptional reprogramming to promote drug resistance in ovarian cancer cells
**Source:** Genome Biol. 2025 Jul 12;26:183. doi: 10.1186/s13059-025-03654-y
**Supplement:** Supplementary file 2 — Additional file 2: Tables S1–S7.

## Additional file 2

### G-quadruplex structures regulate long-range transcriptional reprogramming to promote drug resistance in ovarian cancer

Jenna Robinson, Gem Flint, Ian Garner, Silvia Galli, Thomas E. Maher, Marina K. Kuimova, Ramon Vilar, Iain A. McNeish, Robert Brown, Hector Keun, Marco Di Antonio

**Table S1** - Enriched hallmarks associated with upregulated genes proximal to new intergenic/intronic G4s in PEO4 relative to PEO1<sup>BRCA+</sup>. Enrichment analysis performed with GSEA.

| Pathway                           | FDR                 |
|-----------------------------------|---------------------|
| Estrogen response late            | 1.0 e <sup>-8</sup> |
| Estrogen response early           | 9.5 e <sup>-7</sup> |
| KRAS signaling down               | 7.9 e <sup>-5</sup> |
| TNGA signaling via NFKB           | 5.6 e <sup>-4</sup> |
| Myogenesis                        | 3.6 e <sup>-3</sup> |
| UV response UP                    | 7.0 e <sup>-3</sup> |
| WNT-Beta catenin signaling        | 7.0 e <sup>-3</sup> |
| Epithelial mesenchymal transition | 1.6 e <sup>-2</sup> |

**Table S2** – Top 3 publications containing genesets most similar to upregulated genes associated with new intergenic/intronic G4s in PEO4 (relative to PEO1<sup>BRCA+</sup>), identified with NDEx iquery, pathway figures.

| Publication                                                                                                                         |
|-------------------------------------------------------------------------------------------------------------------------------------|
| DNA methylation and Transcriptome Changes Associated with Cisplatin Resistance in Ovarian Cancer, Lund et al, 2017                  |
| Methylome-wide Sequencing Detects DNA Hypermethylation Distinguishing Indolent from Aggressive Prostate Cancer, Bhasin et al., 2015 |
| The clinical applications of the cancer genome atlas project for bladder cancer, Creighton et al., 2018                             |

**Table S3** – Top 3 publications containing genesets most similar to upregulated genes associated with new promoter G4s in PEO4 (relative to PEO1<sup>BRCA+</sup>), identified with NDEx iquery, pathway figures.

| Publication                                                                                                                                                         |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Identification of Targets of CUG-BP, Elav-Like Family Member 1 (CELF1) Regulation in Embryonic Heart Muscle, Blech-Hermoni et al., 2016                             |
| Differential Effects of Human SP-A1 and SP-A2 on the BAL Proteome and Signaling Pathways in Response to Klebsiella pneumoniae and Ozone Exposure, Wang et al., 2019 |
| Identification of Important Effector Proteins in the FOXJ1 Transcriptional Network Associated With Ciliogenesis and Ciliary Function, Mukherjee et al., 2019        |

**Table S4** – Enriched hallmarks for top 500 genes significantly upregulated in PEA2 (relative to PEA1) associated with new ATAC peaks that contain OQS (as defined by G4-seq). Enrichment analysis performed with GSEA.

| Pathway                              | FDR       |
|--------------------------------------|-----------|
| KRAS signaling up                    | 3.65 e-20 |
| Inflammatory response                | 8.29 e-14 |
| Estrogen response early              | 4.50 e-13 |
| TNFA signaling via NFkB              | 4.50 e-13 |
| Epithelial to mesenchymal transition | 2.74 e-10 |
| Estrogen response late               | 2.74 e-10 |
| Apoptosis                            | 6.64 e-10 |
| Apical junction                      | 1.78 e-9  |
| Complement                           | 1.28 e-8  |
| Allograft rejection                  | 6.14 e-7  |

**Table S5** – Primer sequences used for BG4 ChIP qPCR

| Primer region                        | Sequence (5'-3')              |
|--------------------------------------|-------------------------------|
| <i>MAZ</i> forward (G4 region)       | ACT CAG CGC AGG ATT GTA AAT A |
| <i>MAZ</i> reverse (G4 region)       | CCT CAT GCT TCG GCT TCC       |
| <i>RPA3</i> forward (G4 region)      | CGG AAG TTG ACA GAT ACA GGG   |
| <i>RPA3</i> reverse (G4 region)      | GAT CGC AGA AAG GTA GTC TCA G |
| <i>KIF14</i> forward (G4 region)     | CGG TAG CCG TCT CTG AAT G     |
| <i>KIF14</i> reverse (G4 region)     | CTT TAG CAG AAC CCG AGG AG    |
| <i>SPRED2</i> forward (G4 region)    | AAC AGG AGG AGG AAG TAG GG    |
| <i>SPRED2</i> reverse (G4 region)    | TTT CGG TCG CAA GTA GGA AG    |
| <i>TMCC1</i> forward (non-G4 region) | GTG GTA CAC TGC CTA CAG TAT T |
| <i>TMCC1</i> reverse (non-G4 region) | GTA TAA CGC CTG GGC TAT GT    |
| <i>IL36G</i> forward (non-G4 region) | GCC CAC CTC TTT ACT TCC TTA   |
| <i>IL36G</i> reverse (non-G4 region) | AAC ACT CTT TCA GCT CCA TCC   |

**Table S6–** Primer sequences used for BG4 CUT&Tag of PEO1<sup>BRCA+</sup> and PEO4

| Primer name  | Sequence                                                      |
|--------------|---------------------------------------------------------------|
| universal i5 | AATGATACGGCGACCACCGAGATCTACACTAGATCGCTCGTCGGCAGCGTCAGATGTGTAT |
| i7_1         | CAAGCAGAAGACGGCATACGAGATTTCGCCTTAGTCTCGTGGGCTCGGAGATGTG       |
| i7_2         | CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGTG        |
| i7_3         | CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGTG        |
| i7_4         | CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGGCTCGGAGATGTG        |
| i7_5         | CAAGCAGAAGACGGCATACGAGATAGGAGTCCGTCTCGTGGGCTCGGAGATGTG        |
| i7_6         | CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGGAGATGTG        |
| i7_7         | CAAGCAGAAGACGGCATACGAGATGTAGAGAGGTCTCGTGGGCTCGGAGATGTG        |
| i7_8         | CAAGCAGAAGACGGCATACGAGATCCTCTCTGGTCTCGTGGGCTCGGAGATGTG        |
| i7_9         | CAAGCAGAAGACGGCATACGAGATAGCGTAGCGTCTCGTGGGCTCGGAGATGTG        |
| i7_10        | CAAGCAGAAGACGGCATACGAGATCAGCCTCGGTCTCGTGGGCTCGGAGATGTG        |
| i7_11        | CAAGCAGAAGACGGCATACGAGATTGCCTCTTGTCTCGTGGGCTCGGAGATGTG        |
| i7_12        | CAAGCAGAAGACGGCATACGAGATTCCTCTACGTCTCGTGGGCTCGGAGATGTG        |

**Table S7–** Primer sequences used for ATAC-seq of PEO1<sup>BRCA-</sup> and PEO4

| Primer name                    | Primer sequence (5'-3')                                    |
|--------------------------------|------------------------------------------------------------|
| Ad1_noMX<br>(Primer 1)         | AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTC<br>AGATGTG     |
| Ad2.1_TAAGGC<br>GA (Primer 2)  | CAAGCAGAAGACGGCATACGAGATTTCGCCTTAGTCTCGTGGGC<br>TCGGAGATGT |
| Ad2.2_CGTACT<br>AG (Primer 2)  | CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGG<br>CTCGGAGATGT  |
| Ad2.3_AGGCAG<br>AA (Primer 2)  | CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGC<br>TCGGAGATGT  |
| Ad2.4_TCCTGA<br>GC (Primer 2)  | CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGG<br>CTCGGAGATGT  |
| Ad2.6_TAGGCA<br>TG (Primer 2)  | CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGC<br>TCGGAGATGT  |
| Ad2.9_GCTACG<br>CT (Primer 2)  | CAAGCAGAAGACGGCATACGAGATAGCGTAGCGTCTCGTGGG<br>CTCGGAGATGT  |
| Ad2.11_AAGAG<br>GCA (Primer 2) | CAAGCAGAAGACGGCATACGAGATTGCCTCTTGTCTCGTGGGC<br>TCGGAGATGT  |
| Ad2.12_GTAGA<br>GGA (Primer 2) | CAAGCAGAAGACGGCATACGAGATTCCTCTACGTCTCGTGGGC<br>TCGGAGATGT  |

How the deposited data were processed for this re-analysis (not part of the article)

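RNA-seq counts were analysed for BRCA2-deficient PEO1 and PEO4 cells, untreated, in 6 libraries, and for PEO1 BRCA+ and PEO4 cells, untreated or treated with 5 µM PDS for 2 or 6 h, in 18 libraries. Each condition had 3 replicates. All columns of per-sample values in both tables were used, and each was matched to its condition by the cell line, time and replicate number that its name and the sample labels give.

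The authors checked reads with fastqc, trimmed adapters with fastp and aligned to hg38 with STAR, and they deposited whole-number counts per gene without normalization. Their methods name DESeq2 and iDEP for the analysis. The paper's text does not state the counting program, the annotation or whether strand was used, so values of overlapping, nested or near-identical genes are uncertain. Each table holds 28277 genes by symbol, after leaving out 2 lines without readable counts in the table of 6 libraries and 1 in the table of 18. In the table of 18 libraries 4746 genes had 0 counts throughout. Of the symbols, 27621 were matched to the RefSeq table of GRCh38 for coordinates, and 26196 to transcripts of GENCODE release 44 for length and GC content.

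Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, which left 15882 genes in the table of 6 libraries and 17020 in the table of 18. Libraries were scaled by TMM, and a robust quasi-likelihood model with a mean per condition was fitted to all libraries of a table. The common dispersion was 0.0129 and 0.00502, with 4 and 12 residual degrees of freedom. Contrasts compared the lines untreated, each time point with untreated cells, 6 h with 2 h, and the response of PEO4 with that of PEO1 BRCA+ (the interaction). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, since the paper's threshold was read on the log2 scale. CPM are scaled by TMM. A standard error is the absolute log2 fold change divided by the square root of the quasi-likelihood test's F statistic. It was not estimated separately and can understate the uncertainty where a group has few counts. Where all libraries of a group had at most 3 counts, the fold change is given as a lower bound computed at 3 counts.

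Libraries were clustered on log2 CPM with a prior count of 4 over the 1000 most variable genes. Hand-written lists of core member genes stood in for KEGG's sets, which were not used here. The lists cover the WNT families of Fig. S5, the WNT, Hippo, TGF-beta, MAPK and calcium pathways, ECM-receptor interaction, ribosome biogenesis, cholesterol synthesis, the integrated stress response, p53 targets, early response genes with short-lived mRNA, the interferon response, and mesenchymal and epithelial markers. Called genes were tested for over-representation in each list by 1-sided Fisher's exact test against all tested genes, with Benjamini-Hochberg adjustment over 60 tests after PDS and 30 tests between the untreated lines.

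The samples of each fit, the tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined, apart from 3 scalings of the gene list tests that were added afterwards and the tests that the closing section names as chosen after the result was seen. The rule names BRCA2 and the tested members of the families of Fig. S5. For each comparison it also names the 2 called genes with the largest log2 fold change up and the 2 down that had a mean log2 CPM of at least 3 and no overlap between the groups' libraries. Chance gives such non-overlap for 10% of genes with 3 libraries against 3. For each list past the threshold it names the 2 called members that changed most. Pseudogenes and genes without a symbol were passed over. 1 gene that the rule names is not reported here.

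The alternatives were library totals, DESeq2's size factors or upper-quartile scaling in place of TMM, DESeq2 1.42.0 with its Wald test, other filters on low counts and other thresholds. A fit with only the groups compared, a term for the replicate number, and each library left out in turn were also tried. For the lists, camera and fry of limma 3.58.1, genes called by adjusted p alone, and lists matched on expression and length by resampling were tried.

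The scripts were tested on simulated data with 200 changed genes drawn at the libraries' own means and totals. At the settings above, 199 of the 200 (99.5%) were recovered among 15692 genes for 6 libraries with 2 false calls, and 200 of 200 (100%) among 16589 genes for 18 libraries with 1 false call. The simulated changes lay well past the fold change threshold, with as many up as down, in a small share of genes. Recovery near the threshold, or with mostly lower genes as after PDS, was therefore not tested. Library totals lay between 18699929 and 63882077 counts, and pairs of replicates differed by more than sampling noise, so none was a duplicate of another. G4 peaks, chromatin accessibility, cell viability and the mutations of BRCA2 were not analysed here, and neither were the paper's links between genes and G4s.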

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

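Chosen only after the result was seen were the tests of 1 untreated PEO4 library, of preparation, of a stable RNA, of PEO1 cells or RNA and of matched interferon lists.

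The response to PDS differed between the lines by the interaction test for 1876 genes at 2 h and 2512 genes at 6 h. Depth does not account for it, since 2269 genes were called at 6 h with every library thinned to 18699929 counts, 2112 of them among the original calls. Genes expressed in only 1 line do not account for all of the calls at 6 h. Among 8837 genes with a mean log2 CPM of at least 3 and less than a 2-fold difference between the untreated lines, 431 were called, 265 responding lower and 166 higher in PEO4. Most calls at 6 h lay on the other genes, which were less expressed or differed between the untreated lines. For those calls this explanation was not excluded. With any 1 library left out, at least 2325 genes were called. Regrouping treated and untreated libraries within each line gave as many calls in 6 of 100 splits drawn, at 2 h and again at 6 h. All 6, the actual grouping included, were among the 11 splits that kept the grouping of PEO4. The largest of them, with PEO1 BRCA+ regrouped, gave 5983 calls at 6 h against 2423 for the actual grouping in the same refit. When the PEO1 BRCA+ libraries are mixed, the PEO4 response enters the interaction whole, so these splits test mainly the PEO4 response. What also stays open is that preparation ran with treatment in both lines. A shift that both lines share cancels in the interaction, and one that differs between them may not. Comparing 6 h with 2 h uses treated libraries only. It gave 2039 calls in PEO4 and 29 in PEO1 BRCA+, with median absolute log2 fold changes of 0.36 and 0.12. For the line difference between 2 and 6 h, this argues against a preparation difference between treated and untreated libraries. The line difference at 2 h stays open to such a preparation effect. A different response of PEO4 is a hypothesis that these tests leave standing beside it.

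Interferon response genes responded differently in the lines, with 27 of 38 tested genes lower in PEO4 by the interaction test at 6 h. The paper does not report on these genes after PDS. In PEO4, 29 of the 38 were downregulated at 6 h with a median log2 fold change of -1.58, and 29 to 30 under all 4 scalings. In PEO1 BRCA+ the median was 0.06, or 0.02 with the gene at the floor at its bound, and it turned to -0.09 with library totals and -0.03 with upper quartile scaling. Relative to the median of all genes it was 0.09 under each. Summed over the 38 genes, expression in PEO4 was 4348 ± 1030 CPM untreated (SD, n = 3, from 3674 to 5537), 2814 ± 154 CPM at 2 h and 1396 ± 167 CPM at 6 h. In PEO1 BRCA+ it was 657.8 ± 54 CPM untreated (from 605 to 713) and 655.5 ± 7.16 CPM at 6 h. At 2 h it was higher there, at 747.2 ± 20.4 CPM (from 733.7 to 770.7). A trend with expression or gene length was tested with matched lists and gave an adjusted p of 0.000667, the smallest that resampling can give, so it does not account for the fall. PEO1 cells or RNA in the treated PEO4 libraries would bring all abundant PEO1 transcripts. Of 16 PEO1 marker genes, 12 lay under 5% of their PEO1 level in PEO4 at 6 h, where the fall would need a share of 66.5%. The exceptions were TRHDE (283%), SCNN1G (35.7%), PLCXD3 (10.2%) and S1PR1 (9.78%). A loss of interferon signalling after PDS in PEO4 may be the source. From 2 to 6 h, where only treated libraries are compared, all 38 genes fell in PEO4. Of these 18 were called, with a median log2 fold change of -0.97. In PEO1 BRCA+ 31 fell, none was called and the median was -0.22. For the fall from 2 to 6 h, these values argue against a preparation difference between treated and untreated libraries. The fall from untreated cells to 2 h stays open to a preparation effect that differs between the lines.

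BCYRN1, a long non-coding RNA gene that the paper does not discuss, had 14.84 CPM on average in PEO4 after 6 h of PDS, above its level in untreated PEO4 of the same table (0.03117 CPM, 0 to 1 counts). In PEO1 BRCA+ it had 0.1318 CPM untreated, 23.17 CPM at 2 h and 24.76 CPM at 6 h. Depth does not account for it, since the lowest treated library still had 7.968 CPM when thinned to the smallest total. In the pair with BRCA2-deficient PEO1, however, untreated PEO4 had 3.942 CPM and untreated PEO1 10.78 ± 1.81 CPM (SD, n = 3). Untreated cells can therefore show BCYRN1, and its absence from the untreated libraries of the other table is consistent with a difference in preparation between treated and untreated libraries. A rise after PDS from a lower level was not excluded.

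Ribosomal RNA genes took 0.3024% of the counts in untreated PEO4 and 0.3582% in untreated PEO1 BRCA+, against 0.02012% and 0.02444% after 2 h of PDS. Enrichment of polyadenylated RNA leaves little ribosomal RNA, and the paper does not discuss this share. If PDS had stopped a stable RNA from being made, its share would go on falling, but the share at 6 h was 1.17 times that at 2 h in PEO4 and 1.02 times in PEO1 BRCA+, so this does not account for the pattern. The smallest untreated share was 5.88 times the largest treated share. The untreated libraries of the pair with BRCA2-deficient PEO1 lay below all of these, at 2.974e-05% to 0.0001107% in PEO4 and 0.0001295% to 0.0002079% in PEO1. A low share therefore does not need PDS. That pair was counted in another table, and its level is far from that of the treated libraries, so it does not show what lowered the share in these. Treatment and preparation cannot be told apart for these counts, because in the table that holds the treated libraries every untreated library stands on the same side.

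Short protein-coding transcripts were higher in treated libraries, a signal the paper does not discuss. For 228 genes with a longest transcript over 500 and up to 1000 nt, the median log2 fold change at 2 h was 0.469 in PEO1 BRCA+ and 0.579 in PEO4. For 5116 genes with transcripts over 4000 nt it was -0.0138 and -0.0427. Between 2 and 6 h the short group moved by 0.0101 in PEO1 BRCA+ and -0.164 in PEO4. Preparation and PDS cannot be told apart here, since no library of the table breaks the link between them.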

How the results depend on the processing

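All alternatives were set beforehand apart from the 3 scalings of the gene lists, which were chosen after seeing the data, and no test here was chosen after its result.

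Of 453 alternative values for the 46 results that answer a comparison, 381 stayed within the limits for the same result, 67 moved and 5 reversed. Outside the threshold on p and fold change, the main counts after PDS kept to these ranges over 8 alternatives, where the number for each library left out follows in brackets. PEO4 at 6 h had 2461 to 3334 genes lower (2600 to 2879) and 698 to 1185 higher (911 to 1250). PEO4 at 2 h had 1709 to 2259 lower (1695 to 2026) and 863 to 1206 higher (1027 to 1250). PEO1 BRCA+ at 6 h had 1033 to 1548 lower (1032 to 1172) and 146 to 247 higher (215 to 242), and at 2 h 939 to 1491 lower (949 to 1086) and 120 to 224 higher (188 to 221). More genes were lower than higher in each of these.

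Library totals in place of TMM moved 3 counts by over 1.5 times, to 120 genes higher in PEO1 BRCA+ at 2 h (201 with TMM), 146 at 6 h (220) and 698 in PEO4 at 6 h (1066). The share of lower genes in PEO4 at 6 h was then 82.7% against 72.3%. These totals leave out the factor for composition that TMM adds.

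Adjusted p alone removes the fold change threshold and gave more calls throughout. The numbers higher and lower were 4489 and 4458 in PEO1 BRCA+ at 2 h, 4593 and 4431 at 6 h, 5675 and 5447 in PEO4 at 2 h, and 5883 and 5998 at 6 h. So under TMM the excess of lower genes was absent in 3 of these 4 comparisons. TMM holds the bulk of genes near 0, with medians from -0.0281 to 0 here. A near-even split without a fold change threshold can therefore follow partly from the scaling. Adjusted p alone was not tried under another scaling. Between 6 and 2 h they were 674 and 508 (1182 in all) in PEO1 BRCA+, where the direction turned, and 4915 and 5322 (10237) in PEO4. For untreated PEO4 they were 5787 and 5885 against PEO1 BRCA+ and 4775 and 5012 against BRCA2-deficient PEO1. For the interaction they were 3285 and 3066 at 2 h, and 4160 and 3910 at 6 h, where the direction turned.

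The count of 29 genes between 2 and 6 h in PEO1 BRCA+ (12 higher, 17 lower) was the least stable. It was 64 (27 and 37) at adjusted p under 0.1 and 12 (5 and 7) with DESeq2's Wald test. Across the 6 fits that each left out a library it ran from 13, without replicate 2 of the 2 h libraries, to 35, without replicate 3 of the 6 h libraries. Genes higher ran from 5 to 11 and genes lower from 7 to 24. Why DESeq2 called fewer was not examined, so the cause was not tested.

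Replicate numbers did not pair the libraries. Of 48 correlations between deviations of same-numbered libraries, 6 were over 0.1, and they ran from -0.29 to 0.499. With the replicate number as a block, 10 genes were lower and 19 altered between 2 and 6 h in PEO1 BRCA+, 18 of the 19 being among the 29. In PEO4 at 6 h, 2767 genes were lower, 2747 of them the same genes. The block moved no other count by over 1.5 times.

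The number of lists past the threshold changed with the method, and the cause was not tested. Of the methods, fry tests a list's own genes alone, so its numbers are not of over-representation. Among genes lower in PEO1 BRCA+ at 6 h (1 list) it was 0 with adjusted p alone, 2 with camera and 7 with fry. Among genes higher in PEO1 BRCA+, where no list passed at first, it was 3, 2 and 3. Among genes lower in PEO4 (7 lists) it was 4 with camera, and among genes higher (2 lists) 1 with each of the 3. Between the untreated lines, genes lower in PEO4 (4 lists) gave 1, 1 and 8, and genes higher (6 lists) gave 1 with adjusted p alone and 1 with camera.

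Spearman's rho across genes between gene length and the log2 fold change at 6 h was weak and unstable. In PEO1 BRCA+ it was -0.05578 over all genes, -0.1478 over protein-coding genes, and 0.002048, -0.1287, -0.2443 and -0.2586 in the 1st, 3rd, 4th and 5th of 5 equal groups of rising expression. In PEO4 it was 0.02115 over all genes, -0.01789 over protein-coding genes, and -0.1071, 0.001998, 0.00968, -0.08489 and -0.07847 in the 5 groups from lowest to highest. Its sign therefore reversed with the genes chosen, and the cause was not tested. With expression level rho was 0.35 in PEO1 BRCA+, and 0.3257 over protein-coding genes. The log2 ratio of BRCA2 in PEO1 BRCA+ at 6 h was -0.71 with TMM and -0.86 with library totals.

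Of the 3052 alternative values for 265 single genes and lists, 57 were weaker, 42 stronger and 0 reversed. Depth limits what can be said of genes with few counts, such as ZFPM2, and of genes at 3 counts or fewer in a group, for which only bounds are given.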

Differences from the paper's values

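None of the tests in this part was chosen after its result was seen.

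The paper reports 15 genes altered between 2 and 6 h of PDS in PEO1, and 29 were called here with edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, DESeq2's Wald test (12 genes) and the replicate block (19) gave numbers within 1.5 times of the paper's. So did the fits without replicate 2 (13) or 3 (19) of the 2 h libraries and without replicate 1 (14) or 2 (18) of the 6 h libraries. The others did not, with 29 under library totals, under DESeq2's size factors and under upper-quartile scaling, 27 without a filter, 28 with a minimum of 0.5 CPM, 34 with only the groups compared, 64 at adjusted p under 0.1 and 1182 by adjusted p alone. Leaving out replicate 1 of the 2 h libraries gave 23, and replicate 3 of the 6 h libraries 35.

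The paper's methods give 20 M reads per sample. In the same unit, counts on genes were 46.33 ± 7.99 (SD, n = 3) for BRCA2-deficient PEO1 and 44.02 ± 17.3 for PEO4 of the same pair. They were 35.91 ± 3.49 at 2 h and 35.87 ± 1.97 at 6 h of PDS in PEO1 BRCA+, and 38.52 ± 4.06 and 37.62 ± 5.3 in PEO4. The untreated libraries of the same table lay near the paper's number, at 21.15 ± 1.39 in PEO1 BRCA+ and 20.17 ± 1.61 in PEO4. No alternative was set for these totals. The paper's text does not state whether a pair of reads was counted once, and counts on genes and sequenced reads are not the same measure.

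The paper names Hippo and MAPK among the pathways enriched in genes downregulated by PDS in PEO4. With the hand-written lists, Fisher's exact test with Benjamini-Hochberg adjustment gave an adjusted p of 1 for both, with 3 of 52 and 24 of 142 genes downregulated. No alternative brought either under 0.05, the lowest being 0.84 for Hippo and 0.128 for MAPK. Every alternative kept the same hand-written lists, so none tested KEGG's own sets. The difference from the paper may lie in the gene sets.

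Fig. 5D shows Hippo and calcium signalling among the pathways enriched in genes downregulated in PEO1. With the lists used here, the adjusted p from Fisher's exact test was 0.474 for Hippo (6 of 52 genes) and 0.076 for calcium signalling (14 of 108). Calcium signalling passed 0.05 with camera (0.013) and fry (1.1e-06), and Hippo with fry (0.00594).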

Other observations

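Chosen only after the result was seen were the tests of a scaling error, of preparation, and of PEO1 cells or RNA.

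More genes were lower than higher after 6 h of PDS in both lines, 2782 against 1066 in PEO4 and 1163 against 220 in PEO1 BRCA+. Several technical explanations were tested. With every library thinned to 18699929 counts, 72.43% of calls in PEO4 and 84.67% in PEO1 BRCA+ were lower, so the greater depth of treated libraries does not account for it. The 10 most counted genes changed their share by 0.358 and 0.158 percentage points, too little for a few genes to take up the counts. After each library's trend over GC content and transcript length was removed, 79.22% and 88.48% of calls were lower, with 95.7% of tested genes having values. With the level of 328 olfactory receptor genes taken off as background, 99.88% of 2597 lower genes in PEO4 and 99.9% of 1049 in PEO1 BRCA+ kept a log2 ratio under -1. A scaling error that shifts all genes alike would move every level of expression the same way. Of 5 equal groups of genes by expression, the most expressed instead rose, with a median log2 fold change of 0.282 in PEO4 and 0.149 in PEO1 BRCA+, while the least expressed fell by 0.71 and 0.42. What stays open is preparation, since the smallest treated library held 1.558 times the counts of the largest untreated one in PEO4 and 1.486 times in PEO1 BRCA+. For these calls, preparation and PDS cannot be told apart, because all treated libraries differ from all untreated ones in both. The amount of RNA per cell was not measured, so a fall or rise of all genes together may go unseen.

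The actual grouping gave the most calls in every comparison of 3 libraries against 3. For the lower genes at 6 h in PEO4 and in PEO1 BRCA+, and for all calls at 2 h, between 6 and 2 h and between the untreated lines of both pairs, 1 of the 10 splits gave as many, which was the actual grouping. With 10 splits the share is never under 0.1.

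The changes followed expression level, with Spearman's rho across genes of 0.35 in PEO1 BRCA+ and 0.376 in PEO4 at 6 h over 17020 genes. In the lowest of 5 equal groups by expression, 18.3% and 36% of genes were downregulated, against 1.09% and 5.17% in the highest.

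Genes higher in PEO4 than in BRCA2-deficient PEO1 fell in PEO4 after PDS. The 1844 such genes were chosen on the 6 other libraries and had a median log2 fold change of -0.727 at 6 h, with 769 downregulated and 66 upregulated. As the choice used no library of the PDS comparison, regression to the mean through shared libraries does not account for it. The lowest median of 10000 random lists matched on mean expression was -0.277, so a trend with expression level does not either. For PEO1 cells or RNA in the treated libraries, a share of 39.6% would be needed, and the median level of 16 PEO1 marker genes in PEO4 at 6 h was 0.386% of their PEO1 level. At 2 h the median of the 1844 genes was -0.358. In PEO1 BRCA+ at 6 h it was -0.196, where the lowest matched list had -0.17. The 1975 genes lower in PEO4 had 396 downregulated and 354 upregulated in PEO4 at 6 h. A candidate explanation is that PDS acts more on genes that PEO4 expresses above PEO1, but preparation was not separated from PDS here.

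Decay at a constant rate from the addition of PDS was tested on well expressed genes lower at 2 h. Such genes would fall on by -2.52 in PEO1 BRCA+ and -2.78 in PEO4 between 2 and 6 h. The median log2 fold change was 0.0241 over 191 genes and 0.0122 over 550 genes. Of the 550, 66 were called lower again and 35 higher. Constant decay therefore does not account for the fall.

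Untreated PEO4 replicate 2 lay between the other untreated and the treated PEO4 libraries on PC2. RNA of treated cells in it would move rising and falling genes alike. Its 128 rising genes stood 12.5% of the way to PDS 2 h and its 140 falling genes 39.9%, so treated RNA alone does not account for its position. No biological explanation was tested. Without it, 1250 genes were higher and 2879 lower in PEO4 at 6 h.

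The log2 fold changes of PEO4 against BRCA2-deficient PEO1 and against PEO1 BRCA+, which share no libraries, had Pearson's r of 0.734 and Spearman's rho of 0.641 across 15396 genes, which are not independent replicates. Of 3819 genes called in the deficient pair, 88.3% had the same sign in the other. Of 2315 genes called in both, 117 had opposite signs. In the deficient pair, 12 members of the WNT families were upregulated and 12 downregulated among 35 tested, the same with p-values adjusted over the list alone.

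BRCA2 had 8.24 ± 0.297 CPM in BRCA2-deficient PEO1 and 13.5 ± 2.44 CPM in PEO4 of that pair (SD, n = 3 each), a log2 ratio of 0.69 (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was 0.70 with adjusted p = 9.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After PDS, BRCA2 had 6.97 ± 0.903 CPM at 2 h and 5.03 ± 0.312 CPM at 6 h in PEO1 BRCA+, and 7.24 ± 0.119 and 9.45 ± 1.25 CPM in PEO4 (SD, n = 3 each). At 6 h the log2 ratio to untreated cells was -0.71 in PEO1 BRCA+ (exact permutation p = 0.1) and 0.21 in PEO4 (exact permutation p = 0.2). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 2.7e-05 in PEO1 BRCA+ and 0.11 in PEO4. With library totals the ratio was -0.86 in PEO1 BRCA+ (exact permutation p = 0.1) and 0.048 in PEO4 (exact permutation p = 0.9).

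Between the untreated lines, genes higher in PEO4 than in PEO1 BRCA+ were over-represented in the interferon list, with 37 of 38 genes (Fisher's exact test with Benjamini-Hochberg adjustment over 30 tests, adjusted p = 1.3e-31). The other lists past the threshold were TGF-beta (14 of 59, 0.0311), ECM-receptor interaction (16 of 65, 0.0146), early response genes (13 of 46, 0.0123), mesenchymal markers (10 of 32, 0.014) and the WNT families. The WNT families were taken from Fig. S5, which marks upregulated proteins, so their result partly restates that choice. Genes lower in PEO4 were over-represented in MAPK (30 of 142, 0.0123), calcium signalling (27 of 108, 0.00238), ECM-receptor interaction (18 of 65, 0.00509) and mesenchymal markers (12 of 32, 0.00238). With fry, which tests a list's own genes alone, 3 of the 6 lists of higher genes and all 4 of lower genes were past the threshold. The WNT list had 15 of 73 genes higher (0.0799), calcium signalling 19 of 108 (0.163), MAPK 21 of 142 (0.383) and Hippo 4 of 52 (1), by the same test.

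Of the lists not named with the pathways, mesenchymal markers had 10 of 32 genes downregulated in PEO4 at 6 h (adjusted p = 0.126 by Fisher's exact test). Epithelial markers (3 of 34), p53 targets (5 of 30), the integrated stress response (5 of 31) and cholesterol synthesis (3 of 29) each had an adjusted p of 1. With fry, mesenchymal markers (0.0111) and epithelial markers (0.0383) were past the threshold and the other lists were not, from 0.0515 for p53 targets to 1. With camera none of them was, from 0.386 for epithelial markers to 1.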
